# Transcriptomic profile induced by calcitriol in CaSki human cervical cancer cell line

**DOI:** 10.1371/journal.pone.0319812

**Published:** 2025-04-01

**Authors:** Euclides Avila, Luis David Hernández-Monterde, Alberto Cedro-Tanda, Tomas Misael Lizardi-Aguilera, David Barrera, Francisco Vladimir Villegas-Rodriguez, Janice García-Quiroz, Lorenza Díaz, Fernando Larrea

## Abstract

The vitamin D endocrine system, primarily mediated by its main metabolite calcitriol and the vitamin D receptor (VDR), plays a critical role in numerous human physiological processes, ranging from calcium metabolism to the prevention of various tumors, including cervical cancer. In this study, we comprehensively investigated the genomic regulatory effects of calcitriol in a cervical cancer model. We examined the transcriptional changes induced by calcitriol in CaSki cells, a cervical cell line harboring multiple copies of HPV16, the primary causal agent of cervical cancer. Our microarray findings, revealed that calcitriol regulated over 1000 protein-coding genes, exhibiting a predominantly repressive effect on the CaSki cell transcriptome by suppressing twice as many genes as it induced. Calcitriol decreased EPHA2 and RARA expression while inducing KLK6 and CYP4F3 expression in CaSki cells, as validated by qPCR and Western blot. Functional analysis demonstrated that calcitriol effectively inhibited key processes involved in cancer progression, including cell proliferation and migration. This was further supported by the significant downregulation of MMP7 and MMP13 mRNA levels. Our microarray results also showed that, in addition to its effects on protein-coding genes, calcitriol significantly regulates non-coding RNAs, altering the expression of approximately 400 non-coding RNAs, including 111 microRNA precursors and 29 mature microRNAs, of which 17 were upregulated and 12 downregulated. Notably, among these calcitriol-regulated microRNAs are some involved in cervical cancer biology, such as miR-6129, miR-382, miR-655, miR-211, miR-590, miR-130a, miR-301a, and miR-1252. Collectively, these findings suggest that calcitriol exhibits a significant antitumor effect in this advanced cervical cancer model by blocking critical processes for tumor progression, underscoring the importance of maintaining adequate vitamin D nutritional status.

## Introduction

Cervical cancer, predominantly affecting middle-aged women in underdeveloped regions, ranks as the fourth most prevalent cancer in women globally, following breast, lung, and colorectal cancers [1]. Persistent infection with high-risk strains of human papillomavirus (HPV), particularly types 16 and 18, stands as the primary etiological determinant of cervical carcinogenesis [2]. However, multiple additional factors contribute to the pathogenesis of cervical cancer [3]. Emerging evidence suggests a potential link between vitamin D deficiency and increased cervical cancer risk, indicating a protective role of vitamin D against this malignancy [4].

Calcitriol, the most potent metabolite of vitamin D_3_, is synthesized through two sequential hydroxylation steps. The first step occurs on vitamin D_3_, and the second on 25-hydroxyvitamin D_3_. These processes occur in the liver and kidney, respectively. In the canonical mechanism of action of vitamin D, calcitriol acts as the ligand for the vitamin D receptor (VDR), acting in conjunction with the retinoid X receptor (RXR). This complex modulates gene expression by binding to vitamin D response elements (VDREs) located in the promoters of target genes [5]. This transcriptional regulation, mediated by the VDR-RXR heterodimer, underscores the role of calcitriol in many biological processes, including its anti-tumoral effects, such as inhibiting proliferation, migration, metastasis, angiogenesis, and promoting differentiation and apoptosis [6].

Several studies have explored the effects of calcitriol on the transcriptome of both normal and tumor cells using methodologies like microarrays or RNA-seq [7–10]. However, the transcriptional regulatory mechanisms driven by calcitriol in CaSki cervical cancer cells, which harbor integrated high-copy numbers of HPV16, remain unexplored. This study sought to address this gap through microarray analysis. Key findings from the microarray were validated using qPCR and western blot analyses, and the impact of calcitriol on CaSki cell proliferation and migration was also assessed.

## Materials and methods

### Cell culture

The human cervical cancer cell line CaSki, obtained from the American Type Culture Collection (CRL-1550, Manassas, VA, USA), was cultured in growth medium (RPMI 1640 medium supplemented with 5% heat-inactivated fetal bovine serum, 100 units/mL penicillin, and 100 µg/mL streptomycin). For experimental treatments, cells were seeded and incubated for 24 hours before being exposed to either calcitriol at a concentration of 10 nM (Sigma-Aldrich, St. Louis, MO, USA) or 0.1% ethanol as a vehicle for an additional 24 hours period in treatment medium (RPMI medium supplemented with 5% charcoal-stripped fetal bovine serum).

### Immunofluorescence analysis

CaSki cells were seeded (150,000 cells) onto 4-well cell culture slides in growth medium. After 24 hours, the medium was aspirated and replaced with either 0.1% ethanol as vehicle or 10 nM calcitriol in treatment medium. Cells were then incubated for 24 hours, washed twice with warm saline solution, and fixed with absolute ethanol at -20°C for 8 minutes. Following fixation, cells were permeabilized and blocked in fixation/permeabilization solution for 1 hour at room temperature (BD Biosciences, Franklin Lakes, NJ, USA). Slides were incubated overnight at 4°C with primary antibodies against VDR (mouse monoclonal anti-VDR antibody, 1:100, sc-13133X, Santa Cruz Biotechnology, Dallas, TX, USA) and RXR (rabbit polyclonal anti RXR α,β,γ antibody, 1:100, sc-774X, Santa Cruz Biotechnology). Negative controls were incubated with perm/wash solution (BD Biosciences) without primary antibodies. After primary antibody incubation and 3 washes, slides were incubated for 1 hour at room temperature with goat anti-mouse IgG secondary antibody conjugated with Cy3 (1:1000, A10521, Life Technologies, Carlsbad, CA, USA) and goat anti-rabbit IgG secondary antibody conjugated with Alexa Fluor 488 (1:500, 111-547-003, Jackson ImmunoResearch, West Grove, PA, USA). Slides were cover-slipped with mounting medium containing DAPI (UltraCruz Hard-set Mounting Medium, Santa Cruz Biotechnology) and analyzed using an epifluorescence microscope (Olympus BX51, Japan).

### Cell proliferation studies

To study the effect of calcitriol on the proliferation of CaSki cells, 2000 cells per well were seeded in a 96-well plate. Following a 24-hour incubation period to allow for cell adhesion, either 0.1% ethanol as a vehicle or 10 nM calcitriol in the treatment medium were added. The cells were then incubated for 1, 2, 3 or 4 days, with daily replenishment of each treatment. Cell proliferation was subsequently determined using the XTT Cell Proliferation Kit II (Roche, Germany) following the manufacturer’s instructions.

### Wound healing assay

In the interest of validating the effects of calcitriol upon cell migration pathways, we evaluated whether the migration capacity of CaSki cells could be regulated by calcitriol utilizing the wound healing assay. For this, CaSki cells were seeded in 24-well plates (500,000 cells/well) until confluence, after which, a cross-shaped scratch was created in the cell monolayer using a sterile pipette tip. The cells were then washed to remove any detached cells and debris. Afterwards, the cells were incubated with 5 μM cytosine arabinoside for 48 h in the presence of vehicle (ethanol 0.1%) or 10 nM calcitriol. The cells were photographed at time 0 and after 48 h to evaluate the wound area at the beginning and at the end of treatment. Measurements were conducted using ImageJ software, analyzing four different wells for each experimental condition. Comparisons between vehicle and calcitriol treatments were evaluated by Student’s t-test using SigmaPlot software.

### RNA isolation

Total RNA extraction was performed using the standard protocol described by Chomczynski and Sacchi employing Trizol reagent [11]. The obtained RNA was quantified spectrophotometrically, and the integrity of the RNA samples was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), ensuring that the RNA samples exhibited an integrity value equal to or greater than 9.0 to undergo processing for microarray analysis.

### Reverse transcription/real-time PCR (qPCR)

The cDNA synthesis was conducted utilizing 5 µg of total RNA as a template and the Maxima First Strand cDNA Synthesis Kit (ThermoScientific, Waltham, MA, USA). Subsequently, qPCR experiments were performed using TaqMan Master reagents, specific hydrolysis probes from the Human Universal Probe Library (UPL, Roche, Germany) Set, and a LightCycler 480 II Instrument from Roche. The oligonucleotide sequences (5’-3’, forward/reverse) and corresponding UPL numbers are indicated in Table 1.

**Table 1:** Oligonucleotide sequences and hydrolysis probes used in this study.

Gene ID	Accession number	Sequence 5’-3’ (forward/reverse)	UPL number
*CYP24A1*	NM_000782	CATCATGGCCATCAAAACAA GCAGCTCGACTGGAGTGAC	88
*KLK6*	NM_002774	TGCTGAGTCTGATTGCTGCA TGAGATGTCTTGTCGCAGGG	68
*CYP4F3*	NM_000896	AAAGCACCCGGAATACCAGG TAGGCTCACGGTCCTTCAGA	51
*RARA*	NM_000964	GAATCCTGAATCGAGCTGAGA GGGCCATGTCCTGTGATG	2
*EPHA2*	NM_004431	CAGCTCATGATGCAGTGCTG AGCTTGTCCAGGATGCTGAC	70
*MMP7*	NM_002423.3	GCTGACATCATGATTGGCTTT TCTCCTCCGAGACCTGTCC	72
*MMP13*	NM_002427.3	CCAGTCTCCGAGGAGAAACA AAAAACAGCTCCGCATCAAC	73
*RPL32*	NM_000994	GAAGTTCCTGGTCCACAACG GAGCGATCTCGGCACAGTA	11

The PCR protocol involved an initial denaturation step at 95°C for 10 min, followed by 45 cycles at 94°C for 10 s, 60°C for 30 s, and 72°C for 1 s. Ribosomal protein L32 (RPL32) expression was an internal control for normalizing gene expression data using the LightCycler Software 4.05 (Roche, Germany).

### Western blot analysis

Cell lysis was conducted using RIPA buffer (9.1 mM dibasic sodium phosphate, 1.7 mM monobasic sodium phosphate, 150 mM NaCl, 1% Nonidet P-40, 0.1% SDS, pH 7.4), supplemented with protease inhibitors (Complete, Roche, Germany). Protein concentration was determined using the bicinchoninic acid method (Thermo Scientific) [12]. Subsequently, proteins were separated by electrophoresis on 12% denaturing polyacrylamide gels, and then transfered onto nitrocellulose membranes by the semi-dry method. The membranes were blocked using a 5% skim milk solution in TBS buffer (10 mM Tris-HCl, 50 mM NaCl; pH 8.0). Membranes were initially incubated with primary antibodies (dilution 1:300) targeting EPHA2 (sc-398832), RARΑ (sc-100907), KLK6 (sc-374564), and CYP4F3 (sc-515735), obtained from Santa Cruz Biotechnology. Subsequently, appropriate Santa Cruz Biotechnology secondary antibodies were used. Visualization of the target proteins was achieved using a chemiluminescence detection system (Pierce ECL Western Blotting Substrate, Thermo Scientific) in conjunction with a Molecular Imager ChemiDoc XRS System and Image Lab Software (Bio-Rad, Hercules, CA, USA). For loading control, an anti-GAPDH antibody (1:300, sc-365062, Santa Cruz Biotechnology), was used.

### Microarray and pathway analysis

For this study, three independent experiments were conducted, each comprising three experimental replicates per experimental condition. From each experimental condition, 3 pools of total RNA were prepared, with each pool comprising an equimolar combination of total RNA from three experimental replicates across three different experiments. Subsequently, each of the six pools was subjected to analysis using Clariom D human microarrays (Affymetrix, Santa Clara, CA, USA) to assess global gene expression profiles. The hybridization, washing, and scanning procedures were performed following the manufacturer’s protocol. Microarray data were submitted to Gene Expression Omnibus (GEO) with accession number GSE267715.

Background correction, normalization, and final analysis of the differentially expressed profiles were performed using Transcriptome Analysis Console (TAC) Software v4.0.1 (Thermo Fisher Scientific). Genes with a log fold change of ± 1.5 and a false discovery rate < 0.05 were considered statistically significant. Furthermore, a comprehensive pathway enrichment analysis was conducted using the Ingenuity Pathway Analysis tool (version 111725566, Qiagen, Germany).

### Statistical analysis

Statistical differences were evaluated using one-way ANOVA followed by post hoc tests employing the Holm-Sidak method for pairwise comparisons. This analysis used specialized software (SigmaPlot 12.0, Systat Software, Inc. Chicago, IL, USA). Statistical significance was set at a threshold of *P* <  0.05.

## Results

### Characterization of calcitriol-related receptors in CaSki cell line

First, we investigated whether CaSki cells could be a suitable model for evaluating calcitriol-mediated effects. To this end, we examined whether CaSki cells express VDR and RXR by immunofluorescence. As depicted in Fig 1A, Fig 1B, and, Fig 1C, both receptors are abundantly expressed in the cytoplasm of CaSki cells but were not observed in the nuclei. At the time frame tested, treatment of CaSki cells with calcitriol did not alter the expression or distribution of either VDR or RXR. To assess the functionality of these receptors following calcitriol stimulation, we examined the expression of the *CYP24A1* gene, encoding the catabolic enzyme of calcitriol, 25-hydroxyvitamin D_3_ 24-hydroxylase, which is recognized as the most responsive gene to calcitriol stimulation [13]. As shown in Fig 1D, *CYP24A1* mRNA increased over 100-fold following calcitriol stimulation, demonstrating the functionality of VDR and RXR in CaSki cells. These findings demonstrate the presence of functional VDR and RXR receptors and validate CaSki cells as a suitable model for investigating calcitriol-mediated mechanisms in cervical cancer.

**Fig 1:**
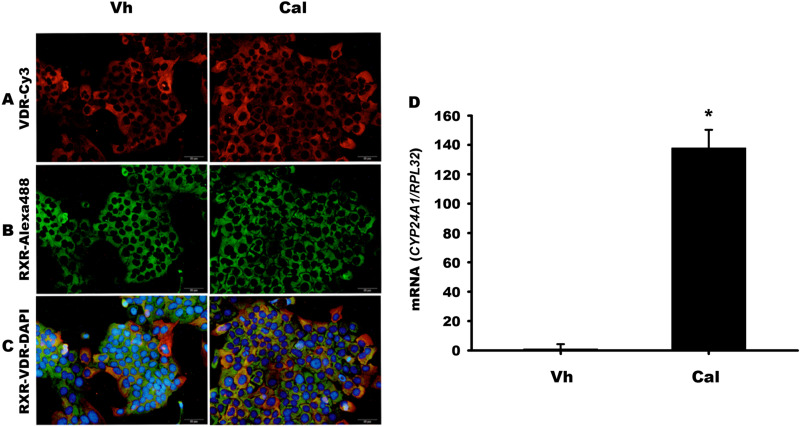
CaSki cells functionally express VDR and RXR. (A) 150,000 CaSki cells were seeded onto 4-well chamber slides and after 24 hours, they were further incubated for 24 hours with either 0.1% ethanol as a vehicle (Vh) or 10 nM calcitriol (Cal). Protein expression was evaluated by immunofluorescence. VDR is shown in red (A), RXR α, β, and γ subtypes in green (B), and merged in (C). DAPI-stained nuclei appear in blue. Magnification 20X. (D) Calcitriol significantly induces *CYP24A1* gene expression in CaSki cells. Cells were cultured for 24 hours and subsequently incubated with either Vh or Cal. After 24 hours, total RNA was extracted, and *CYP24A1* gene expression was evaluated by qPCR. Bars represent the mean of 3 independent experiments (each with at least 3 replicates) ±  SD. * *P* < 0.05 vs. Vh.

### Calcitriol represses CaSki cell transcriptome

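CaSki cells, an established cervical cancer line that carries HPV16, were incubated with 10 nM calcitriol or with 0.1% ethanol as vehicle for 24 h. Each of the 6 arrays was hybridized with a pool of total RNA, 3 pools of vehicle-treated and 3 of calcitriol-treated cells, and each pool mixed RNA from replicates of all the independent experiments. Because every pool draws on the same experiments, p-values measure the spread between pools, which may be largely technical. The arrays (Clariom D) hold features for coding genes, noncoding RNAs and microRNA precursors, and the authors corrected the background and normalized the signals in Transcriptome Analysis Console.
The values used were the authors' deposited log2 signals of 138745 features, whose medians per array lay between 4.27 and 4.33. The correlation between any pair of arrays across all features was 0.981 to 0.984. The mean signal over protein-coding genes was 6.99, 7.08 and 7.00 on the vehicle arrays of replicates 1 to 3 and 6.87, 6.99 and 6.89 on the calcitriol arrays of replicates 1 to 3. Exactly 1 gene symbol was given for 36176 features, several for 1119 and none for 101450, and the named features covered 17622 protein-coding genes, 4939 noncoding RNA genes and 1470 microRNA genes. Differences are given as log2 fold changes, calcitriol minus vehicle, from limma with adjusted p-values over all features, and the smallest number of arrays per group, 3, limits their precision. A feature is called above the negative controls when its mean signal exceeds 6.32, the 95th percentile of the 612 negative control features. An exact permutation test of 3 pools against 3 cannot go below p = 0.1, so adjusted p-values from limma are given throughout.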

Next, we decided to investigate the global effect of calcitriol on the transcriptome of CaSki cells using microarray analysis. In exploring the transcriptomic landscape following calcitriol treatment in CaSki cells, our analysis revealed a set of genes displaying differential expression patterns between the calcitriol-treated and control groups (S1 Table). Specifically, our hierarchical clustering analysis (Fig 2) reveals that calcitriol treatment resulted in the downregulation of 474 coding genes (88%) and the upregulation of 62 coding genes (12%), including the previously validated *CYP24A1* transcript (Fig 1D). 

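*CYP24A1*, the gene of the enzyme that inactivates calcitriol, rose from a signal of 4.99 ± 0.74 in vehicle-treated cells to 12.59 ± 0.82 in calcitriol-treated cells (log2, mean ± SD, n = 3 pools each). This is a log2 fold change of 7.60 (standard error 0.46, adjusted p = 0.0137 from limma), or 193-fold, and all 3 calcitriol pools lay above all vehicle pools. The vehicle signal lay below the level of the negative controls, so this fold is not exact. Of the 20 measured genes on a list of known vitamin D targets, 4 were higher when adjusted over the list alone (1 over all features) and 0 were lower. These were *CYP24A1*, the calcium channel gene *TRPV6* (1.27, standard error 0.27), the peptidase gene *KLK6* and the phosphatase gene *DUSP10* (0.72, standard error 0.19). The list as a whole was shifted upwards (camera, adjusted p = 2.3e-05; adjusted p = 0.179 with an estimated correlation), and without *CYP24A1* the adjusted p was 0.00105. The list was fixed after the first rows of S1 Table had been seen, so it is not fully independent of these arrays.
Of 14 measured genes of vitamin D receptor signalling and metabolism, 1 was higher when adjusted over the list alone, *CYP24A1* itself, and the list did not pass the test (adjusted p = 0.0860; adjusted p = 0.315 with an estimated correlation), but was shifted upwards against coding genes of at least median signal alone (adjusted p = 0.00159, over the 10 members with such a signal, *CYP24A1* included). Without *CYP24A1*, its adjusted p over all genes was 0.611 by camera. Coding genes of at least median signal themselves had a median log2 fold change of -0.13, so a list without change can be called up against them. *VDR* had a log2 fold change of -0.15 (standard error 0.18), *RXRA* of 0.17 (standard error 0.31) and *RXRB* of 0.14 (standard error 0.19), none of them past the test.
Among the 17622 protein-coding genes, 506 were lower and 62 higher at a fold of at least 1.5 and an unadjusted p under 0.05, a threshold chosen here because *CYP24A1* was the only feature past an adjusted p of 0.05. After *CYP24A1*, the largest increases among genes whose groups did not overlap were those of *CASP14* (log2 fold change 1.46, standard error 0.41), a caspase of cornifying keratinocytes, and *ARHGEF28* (1.29, standard error 0.31). Among the largest decreases in log2 fold change were those of the adaptor gene *FYB1* (-1.61, standard error 0.21), *SRPX2* (-1.49, standard error 0.19) and *CPA4* (-1.24, standard error 0.23). The adjusted p of each of these genes was 0.915. Over all features, 7501 (5.41%) had an unadjusted p under 0.05.
The paper describes these changes as hierarchical clusters of repressed and induced genes and takes *CYP24A1*, which it had also measured by qPCR, as one of the induced transcripts. The log2 fold change of *CYP24A1* stayed between 7.25 and 8.05 whichever array was left out. It did not pass the test with the ordinary variance of each feature in place of the moderated one (adjusted p = 0.914, against at most 0.0391 in the settings where it passed), nor without vehicle replicate 1, vehicle replicate 2, calcitriol replicate 2 or calcitriol replicate 3. The exogenous control RNAs were also lower on the calcitriol arrays (median log2 fold change -0.45 over 4 poly-A controls and -0.23 over 4 hybridization controls). They ranged from -0.63 for lys, below the level of the negative controls, to -0.13 for cre. With each array centred on these 8 features, a setting chosen after the data were examined, the median of all features moved to 0.34. In that setting 50 coding genes were lower and 1038 higher.

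**Figure D1:**
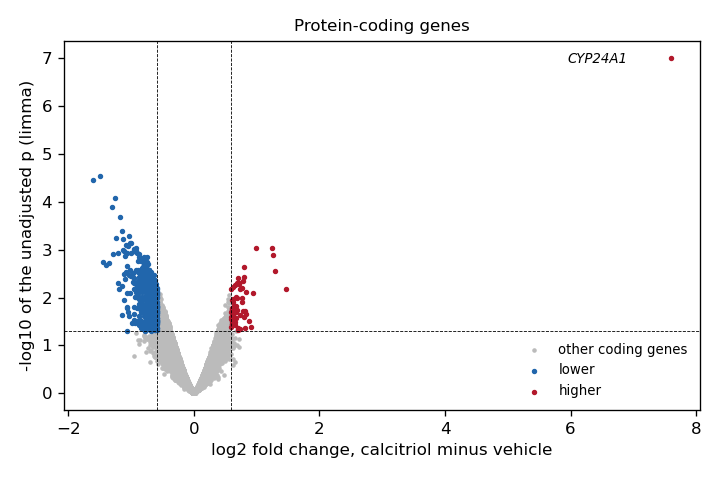
Log2 fold change of each protein-coding gene (x axis, calcitriol minus vehicle) against -log10 of its unadjusted p from limma (y axis). Dashed lines mark a fold of 1.5 and an unadjusted p of 0.05, blue points are the 506 lower and red points the 62 higher genes, and *CYP24A1* stands apart at 7.60.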

Notably, while the alterations in expression reach statistical significance, most of the genes depicted in Fig 2 demonstrate modest fold change values ranging between 1.5 and 2.

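Most of the coding genes past both thresholds changed little in size. Of the 568 coding genes at a fold of at least 1.5 and an unadjusted p under 0.05, 522 (91.9%) had a fold between 1.5 and 2, 44 a fold between 2 and 3 and 2 a fold above 3. The genes above a fold of 3 were *CYP24A1* and *FYB1*, and the median fold was 1.63. The interleukin gene *IL1B* (12.22 ± 0.42 in vehicle and 11.01 ± 0.58 in calcitriol, mean ± SD, n = 3 pools) and the tight junction gene *CLDN1* (15.07 ± 0.29 and 13.77 ± 0.10) lay between folds of 2 and 3. *CCND1*, the gene of cyclin D1, was typical of the majority, with 12.46 ± 0.11 in vehicle and 11.82 ± 0.32 in calcitriol. In simulated data with the means and spread of these arrays, a true fold of 1.5 was found in 75% of features at an unadjusted p under 0.05 and in 0% after adjustment over 138745 features.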

**Fig 2:**
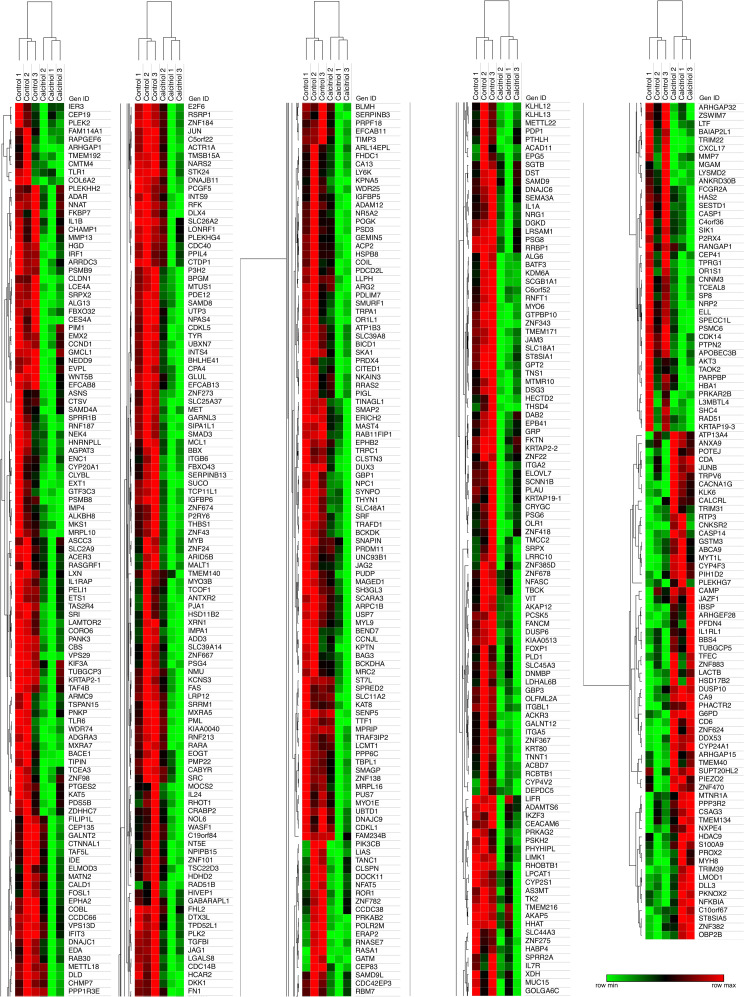
Heatmaps of the top 536 differentially expressed genes (DEG) by calcitriol in CaSki cells with fold changes ranging from 1.5 to −1.5. To display all DEG, a single heatmap obtained was split into 5 parts. Five columns are presented, of which 4 correspond to genes repressed by calcitriol, while the last column shows the genes induced by calcitriol. The green color denotes lower expression levels, while red indicates higher expression levels.

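Noncoding RNAs were measured on the same arrays, and those that passed went in both directions. Of 4939 noncoding RNA genes with a feature of their own, 61 were higher and 46 lower with calcitriol at a fold of at least 1.5 and an unadjusted p under 0.05, 107 in all. Among the 3130 long noncoding RNA genes, 30 were higher and 22 lower, and among the 227 small nucleolar RNA genes 5 were higher and 5 lower. *SOX2-OT*, a long noncoding RNA gene that overlaps *SOX2*, had signals of 5.33 ± 0.18 in vehicle and 5.89 ± 0.34 in calcitriol (mean ± SD, n = 3 pools), below the level of the negative controls. An unadjusted p under 0.05 was found for 229 of the noncoding genes (4.64%), against 5.41% of all features, and 0 passed after adjustment. Of all 138745 features, 4140 passed both thresholds, so these counts alone do not set noncoding genes apart.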

Microarray analysis revealed that calcitriol not only regulates protein-coding genes but also significantly alters the expression of approximately 400 non-coding RNAs (S1 Table). Among these, calcitriol modulated a total of 111 microRNA precursors, inducing 69 and repressing 42. Furthermore, calcitriol exhibited regulatory effects on mature microRNAs, upregulating 17 and downregulating 12 (Table 2). 

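MicroRNA genes were represented by 1506 features, and by fold alone 48 of them were higher and 27 lower at a fold of at least 1.5. By plain means, the largest change among the microRNAs of Table 2 was that of *MIR5692C2*, with 5.68 ± 0.19 in vehicle and 4.33 ± 0.30 in calcitriol (log2, mean ± SD, n = 3 pools). *MIR3646* had 4.91 ± 0.18 and 6.14 ± 0.59, and by Tukey biweight averages, chosen after the data were examined, its fold of 3.16 was the largest. Most microRNA features were dim: 205 of the 1506 lay above the negative controls, 10 of which were higher and 4 lower at that fold. A feature of a microRNA gene does not separate the precursor from the mature strands, and 0 microRNA features passed after adjustment. With the arrays centred on the exogenous controls, chosen after the data were examined, 327 were higher and 4 lower. Leaving out each array in turn gave 54 to 76 higher and 31 to 46 lower by fold alone.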

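All 29 microRNAs of Table 2 had a feature of their own gene, 32 features in all, and all 29 went in the direction the paper gives. *MIR548AE1* had a log2 fold change of 1.16 (standard error 0.36) and *MIR3167* of 0.76 (standard error 0.16), while *MIR5692C2* had -1.35 (standard error 0.21) and *MIR7111* -0.93 (standard error 0.27). On the brightest feature of each gene, 27 of the 29 had an unadjusted p under 0.05 and 20 also a fold of at least 1.5. The groups did not overlap for 21. *MIR382* and *MIR4477A* failed on that feature, but each had another past both thresholds (log2 fold changes 0.67 and -0.81). A further feature of *MIR4477A* had -0.04. The adjusted p-values of the 29 from limma were 0.915 or above. Only *MIR6129*, *MIR590*, *MIR4499* and *MIR579* lay above the negative controls. The table was chosen by the study on these arrays, so neither the shared direction nor these counts are independent evidence.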

Notably, several of these calcitriol-regulated microRNAs, including miR-6129, miR-382, miR-655, miR-211, miR-590, miR-130a, miR-301a, and miR-1252, are implicated in cervical cancer biology.

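The named microRNAs were 5 that were higher and 3 that were lower. *MIR590* had 9.68 ± 0.43 in vehicle and 10.31 ± 0.06 in calcitriol (log2, mean ± SD, n = 3 pools), and *MIR6129* had 5.86 ± 0.24 and 6.90 ± 0.46, both above the negative controls on average. *MIR655* (4.87 ± 0.11 and 5.40 ± 0.41) and *MIR211* (4.31 ± 0.12 and 4.83 ± 0.32) were below the level of the negative controls in both groups. *MIR130A* (4.60 ± 0.43 and 3.82 ± 0.39), *MIR301A* (5.05 ± 0.36 and 4.14 ± 0.83) and *MIR1252* (4.21 ± 0.83 and 2.99 ± 0.15) were also below that level. None passed the test after adjustment over all features.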

**Table 2:** Differentially expressed mature microRNAs in CaSki cells modulated by calcitriol, with fold change thresholds of ≥ 1.5 or ≤ -1.5.

MicroRNA induced by calcitriol	Fold change	MicroRNA suppressed by calcitriol	Fold change
miR-3646	3.16	miR-4421	−1.54
miR-548ae-1	2.41	miR-579	−1.56
miR-3128	2.21	miR-649	−1.58
miR-6129	1.94	miR-4503	−1.63
miR-3167	1.74	miR-130a	−1.71
miR-6854	1.72	miR-4637	−1.73
miR-5007	1.72	miR-4477a	−1.81
miR-382	1.71	miR-7111	−1.85
miR-4705	1.67	miR-301a	−1.87
miR-655	1.63	miR-548ap	−2.16
miR-4652	1.62	miR-1252	−2.35
miR-211	1.62	miR-5692c-2	−2.45
miR-606	1.60		
miR-590	1.58		
miR-6817	1.55		
miR-5688	1.53		
miR-4499	1.51		

We selected some differentially expressed genes (DEG) by calcitriol in CaSki cells for validation by qPCR and western blot analysis. EPH Receptor A2 (*EPHA2*) and retinoic acid receptor alpha (*RARA*) genes, which were repressed by calcitriol in the microarray, were also suppressed by calcitriol at both mRNA and protein levels (Fig 3A). Conversely, the transcripts and protein abundance of kallirrein related peptidase 6 (*KLK6*) and cytochrome P450 family 4 subfamily F member 3 (*CYP4F3*) were induced by calcitriol (Fig 3B), similar to what was observed in the microarray. These results validate the transcriptomic changes exerted by calcitriol in CaSki cervical cancer cells.

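*EPHA2*, the gene of an ephrin receptor tyrosine kinase, had an array signal of 7.67 ± 0.21 in vehicle and 6.70 ± 0.40 in calcitriol (log2, mean ± SD, n = 3 pools), and every calcitriol pool lay below every vehicle pool. Its log2 fold change was -0.97 (standard error 0.24, adjusted p = 0.915 from limma over all features; unadjusted p under 0.05). *RARA*, the gene of retinoic acid receptor alpha, had 7.71 ± 0.15 in vehicle and 7.20 ± 0.32 in calcitriol, a log2 fold change of -0.51 (standard error 0.21, adjusted p = 0.915), with 1 calcitriol pool inside the range of the vehicle pools. Its fold was 1.42 by plain means and 1.65 by Tukey biweight averages, chosen after the data were examined. Both genes lay above the negative controls.
Among 19 measured Eph receptors and ephrins, 0 passed when adjusted over the list alone, and *EPHA1* (-0.66, standard error 0.24) and *EFNA5* (-0.63, standard error 0.22) had the next smallest p. The list did not pass the test (adjusted p = 0.240; adjusted p = 0.632 with an estimated correlation). Among 15 measured genes of retinoid signalling, 0 passed when adjusted over the list alone; the retinoid-binding protein gene *CRABP2* had a log2 fold change of -0.76 (standard error 0.25) and the dehydrogenase gene *RDH10* of -0.52 (standard error 0.21). That list did not pass either (adjusted p = 0.139; adjusted p = 0.315 with an estimated correlation).

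**Figure D2:**
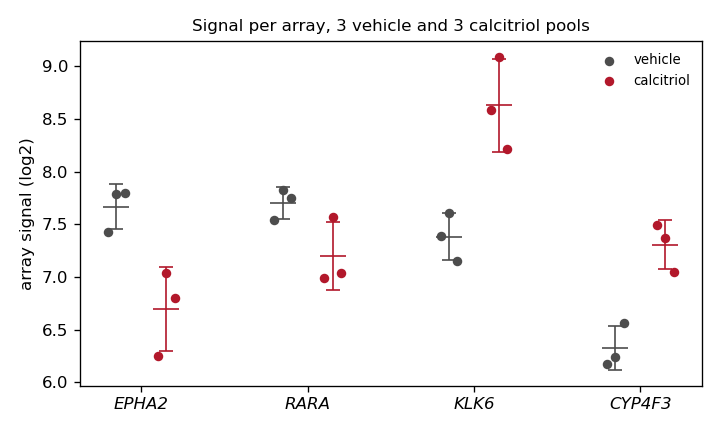
Array signal (y axis, log2) of *EPHA2*, *RARA*, *KLK6* and *CYP4F3* in each of the 3 vehicle pools (grey) and 3 calcitriol pools (red). Each point is a pool and the bars give the mean ± SD; the groups do not overlap for *EPHA2*, *KLK6* and *CYP4F3*, and overlap for *RARA*.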

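*KLK6*, the gene of a secreted serine protease, had an array signal of 7.38 ± 0.23 in vehicle and 8.63 ± 0.44 in calcitriol (log2, mean ± SD, n = 3 pools). Its log2 fold change was 1.25 (standard error 0.25, adjusted p = 0.915 from limma over all features), a 2.37-fold difference. *CYP4F3*, the gene of a fatty acid hydroxylase, had 6.33 ± 0.21 in vehicle and 7.31 ± 0.23 in calcitriol, a log2 fold change of 0.98 (standard error 0.20, adjusted p = 0.915), or 1.97-fold. In both genes every calcitriol pool lay above every vehicle pool and the unadjusted p was under 0.05. Of the 10 measured genes of cytochrome P450 family 4, *CYP4F3* alone passed when adjusted over the list alone, and *CYP4F2*, below the level of the negative controls, followed with 0.54 (standard error 0.20). The family as a list did not pass by camera (adjusted p = 0.331, and 0.515 with an estimated correlation). It was shifted upwards against coding genes of at least median signal alone (adjusted p = 0.00737, over the 5 members with such a signal). Those coding genes themselves had a median log2 fold change of -0.13, so a list without change can be called up against them.
From the same direction in the arrays, by qPCR and by western blot, the paper concludes that the transcriptomic changes exerted by calcitriol in these cells hold.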

**Fig 3:**
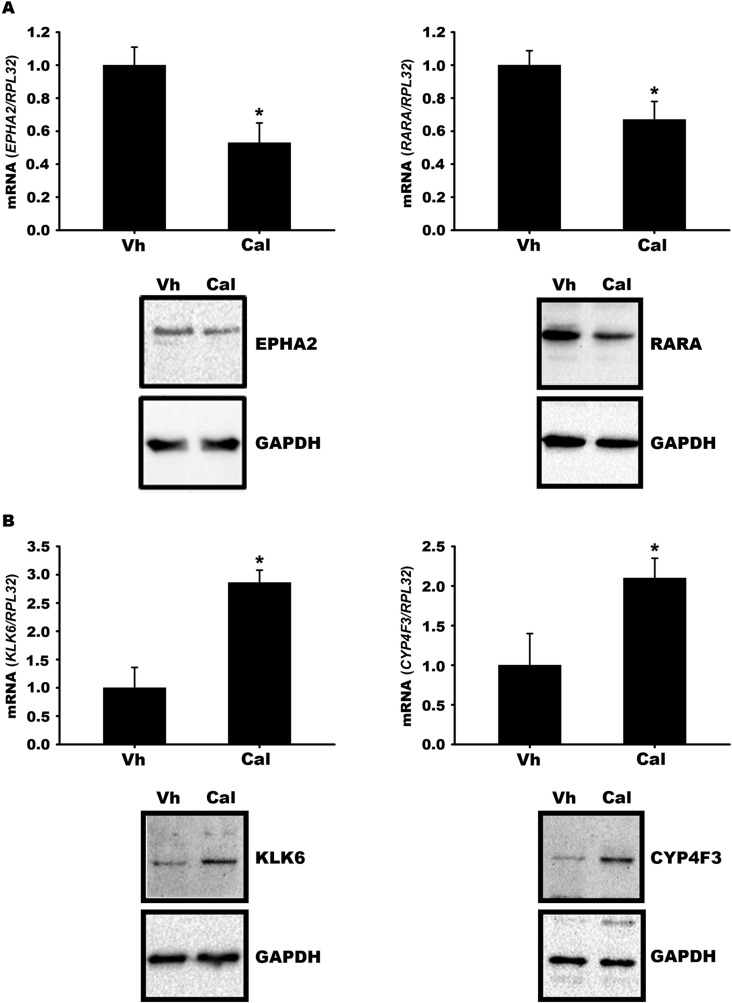
Validation of gene expression changes induced by calcitriol in CaSki cells. Calcitriol downregulates the expression of *EPHA2* and *RARA* (A) while inducing *KLK6* and *CYP4F3* (B) at mRNA and protein levels. CaSki cells were cultured for 24 hours and treated with either vehicle (Vh) or calcitriol (Cal). After incubation, RNA was extracted and the expression of the target genes were assessed by qPCR. Bars represent the mean of 3 independent experiments (each with at least 3 replicates) ±  SD. * *P* < 0.05 vs. Vh. Protein abundance was assessed through Western blot analysis employing suitable antibodies and representative western blot membranes for each of the proteins studied are shown.

### Biological impact of differentially expressed genes

We conducted a pathway enrichment analysis to ascertain the biological implications of these transcriptional changes. The findings revealed that calcitriol predominantly suppresses several pro-carcinogenic biological processes such as cell proliferation, movement and spreading, invasion, adhesion, migration, angiogenesis, and vasculogenesis (Fig 4). 

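Of 21 measured genes of integrins and focal adhesion, 4 were lower when adjusted over the list alone (0 over all features) and 0 were higher. These were the matrix glycoprotein gene *THBS1* (log2 fold change -1.07, standard error 0.22) and the integrin genes *ITGB6* (-1.02, standard error 0.24), *ITGA5* (-0.79, standard error 0.19) and *ITGA2* (-0.75, standard error 0.20). The list was shifted downwards with a median log2 fold change of -0.42 (camera, adjusted p = 8.46e-09; adjusted p = 0.211 with an estimated correlation), where the median of all coding genes was -0.09.
Of 26 measured AP-1 and immediate early genes, which are transcription factors and feedback regulators of growth factor signalling, 5 were lower when adjusted over the list alone, among them *JUN* (-0.84, standard error 0.23), *ETS1* (-0.80, standard error 0.21) and *SRF* (-0.78, standard error 0.19); the list's adjusted p was 0.000296 (adjusted p = 0.186 with an estimated correlation). Of 23 genes of the epithelial-mesenchymal transition, 2 were lower when adjusted over the list alone. These were the epithelial junction gene *CLDN1* (-1.30, standard error 0.20) and the signal transducer *SMAD3* (-0.67, standard error 0.17). The list passed the test by camera (adjusted p = 0.000296, and 0.211 with an estimated correlation). It holds both epithelial and mesenchymal genes, so its shift does not give the direction of the transition. Of 25 angiogenesis genes, 3 were lower when adjusted over the list alone, *THBS1*, the receptor gene *NRP2* (-1.13, standard error 0.23; below the level of the negative controls) and the Notch ligand gene *JAG1* (-0.86, standard error 0.21), and the list did not pass (adjusted p = 0.208; adjusted p = 0.515 with an estimated correlation). *THBS1* is known as an inhibitor of angiogenesis.
Among 27 genes of matrix proteolysis, 0 passed when adjusted over the list alone; *MMP13* (-1.06, standard error 0.24), *ADAM12* (-0.96, standard error 0.27), *PLAU* (-0.76, standard error 0.22) and *TIMP3* (-0.69, standard error 0.19), an inhibitor of metalloproteinases, had the smallest p. The list passed by camera (adjusted p = 0.0350; adjusted p = 0.217 with an estimated correlation) but not against coding genes of at least median signal alone (adjusted p = 0.0722). Among 29 genes of the G1 and S phases, 0 passed when adjusted over the list alone; *CCND1* had -0.64 (standard error 0.21) and the origin recognition gene *ORC1* had -0.45 (standard error 0.19). That list passed by camera (adjusted p = 0.0153; adjusted p = 0.515 with an estimated correlation) but not against coding genes of at least median signal alone (adjusted p = 0.390). Neither the 25 mitosis genes (adjusted p = 0.122; adjusted p = 0.557 with an estimated correlation) nor the 7 measured cyclin-dependent kinase inhibitors (adjusted p = 0.751) passed, with 0 members past the test over either list alone; *SKA1* of the first had -0.59 (standard error 0.18) and *CDKN2A* of the second had -0.35 (standard error 0.17).
The poly-A control RNAs dap (-0.51, standard error 0.18) and lys (-0.63, standard error 0.18), which do not come from the cells, were lower as well, without passing the test. The signals of lys lay below the level of the negative controls. The molecules that the paper's S2 Table gives for a process were chosen by the study on these arrays and are not independent evidence of its direction: 47 of 53 measured molecules of carcinoma cell proliferation had a negative log2 fold change, as had 32 of 35 of migration, 32 of 34 of invasion and all 22 of cell spreading. From such lists the paper's Ingenuity Pathway Analysis derives a z-score per process, from which it concludes that calcitriol predominantly suppresses processes that promote carcinogenesis.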

Notably, the organismal death pathway, which generally includes apoptosis, necroptosis, pyroptosis, and ferroptosis, was positively regulated, exhibiting the highest z-score among the analyzed processes (Fig 4). 

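Of 28 measured apoptosis genes, 24 had a negative log2 fold change and 0 passed when adjusted over the list alone. The inflammatory caspase gene *CASP1* (-0.995, standard error 0.25), the survival gene *MCL1* (-0.77, standard error 0.20), the death receptor gene *FAS* (-0.59, standard error 0.20) and *DIABLO* (-0.55, standard error 0.21), which counters caspase inhibitors, had the smallest p, with the groups apart and an unadjusted p under 0.05. *BCL2* lay below the negative controls. The median of the list was -0.27 (camera, adjusted p = 0.000919; adjusted p = 0.277 with an estimated correlation), and it did not pass against coding genes of at least median signal alone (adjusted p = 0.0630) or by fry (adjusted p = 0.0987). *CASP1* also lay below the negative controls.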

A detailed list of both activated and suppressed biological processes, along with the genes associated with these pathways, is provided in S2 Table. Additionally, the analysis highlighted the negative regulation by calcitriol of genes associated with specific immunological processes, including the adhesion and cell death of immune cells. This regulatory effect on immune-related genes further emphasizes the comprehensive role of calcitriol in modulating the immune environment within the tumor microenvironment. 

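Of 25 measured genes of NF-kB signalling and inflammatory cytokines, 1 was lower when adjusted over the list alone, *IL1A*, with 9.74 ± 0.58 in vehicle and 8.29 ± 0.42 in calcitriol (log2, mean ± SD, n = 3 pools). *IL1B* (log2 fold change -1.21, standard error 0.32) and *IL24* (-0.89, standard error 0.26; below the level of the negative controls) did not pass. The list as a whole did not pass the test (adjusted p = 0.0656; adjusted p = 0.385 with an estimated correlation). Of the molecules in S2 Table, which the study chose on these arrays and which are therefore not independent evidence of the direction, 24 of 28 measured for adhesion of immune cells and 39 of 44 for cell death of immune cells had a negative log2 fold change.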

Interestingly, pathway enrichment analysis reveals that calcitriol demonstrates suppressive effects against viral infections

**Fig 4:**
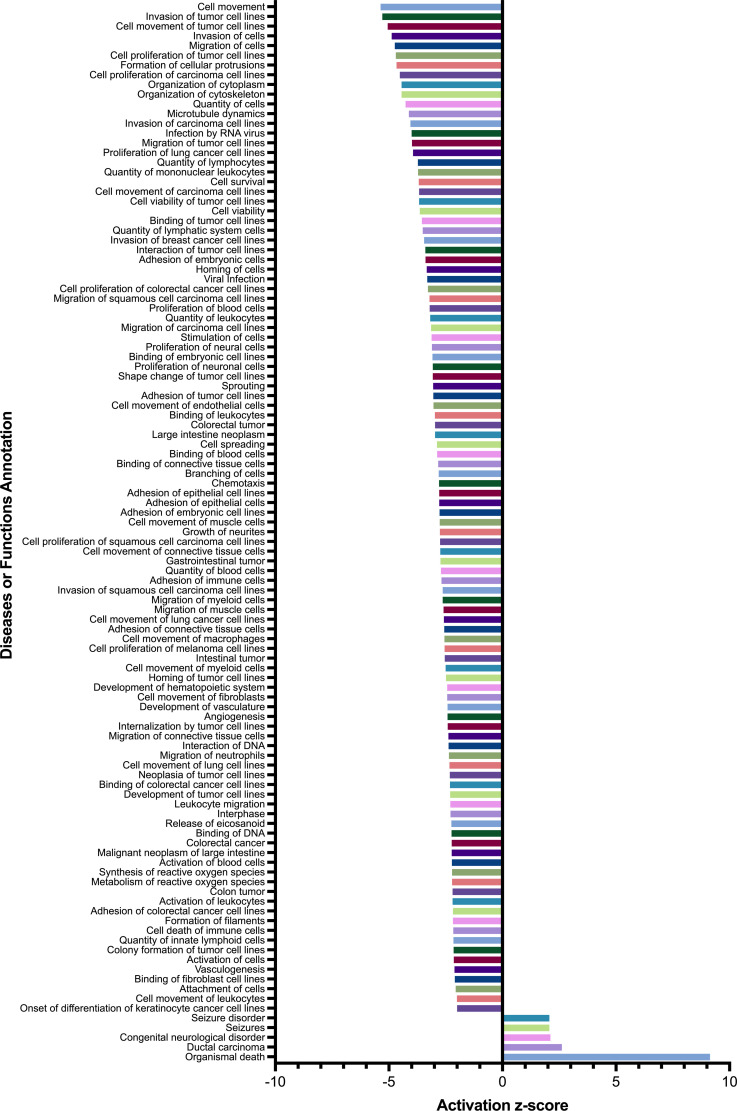
Biological impact of differentially expressed genes by calcitriol in CaSki cervical cancer cells. Diseases and functions obtained from differential expression profiling were analyzed using Ingenuity Pathway Analysis, showcasing the most significant findings. The z-score refers to the value for the predicted activation state of the biological process.

### Predicted interaction network of calcitriol-dependent differentially expressed genes in CaSki cells

Further analysis focused on the predicted interaction network of the DEG, providing insights into their potential roles within cellular compartments. Fig 5 displays the predicted interaction network among DEG, highlighting significant nodes such as transcription factors and signaling pathway components. 

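Of 19 genes shown as nodes in Fig 5, 18 had a feature of their own and 0 passed the test, over all features or when adjusted over the list alone. *LATS2*, a kinase of the Hippo pathway, had a log2 fold change of -0.49 (standard error 0.24), *SRGN* of 0.63 (standard error 0.51) and *WBP2* of -0.31 (standard error 0.23). *SOX2-OT* had 0.57 (standard error 0.22), with an unadjusted p under 0.05 and no overlap of the groups, and was the only node with both. Of the 18, 7 lay above the negative controls, and 14 had a negative log2 fold change. As a list the nodes did not pass (adjusted p = 0.751; adjusted p = 0.779 with an estimated correlation), and since the network was drawn from these arrays the list is not independent of them.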

Notably, the mRNA levels of these predicted nodes remain unchanged following calcitriol treatment. The network is segmented by cellular compartments, emphasizing the multifaceted impact of calcitriol on cellular functions. Key transcription factors like SOX2 and NANOG, known for their crucial roles in gene regulation and stem cell maintenance, were among those prominently interacting within the network.

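*SOX2* had a signal of 4.73 ± 0.11 in vehicle and 4.75 ± 0.01 in calcitriol (log2, mean ± SD, n = 3 pools), and *NANOG* 4.13 ± 0.21 and 4.06 ± 0.19. Both pluripotency factors lay below the level of the negative controls. Their log2 fold changes were 0.03 (standard error 0.16, adjusted p = 0.993 from limma) and -0.07 (standard error 0.19, adjusted p = 0.984).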

**Fig 5:**
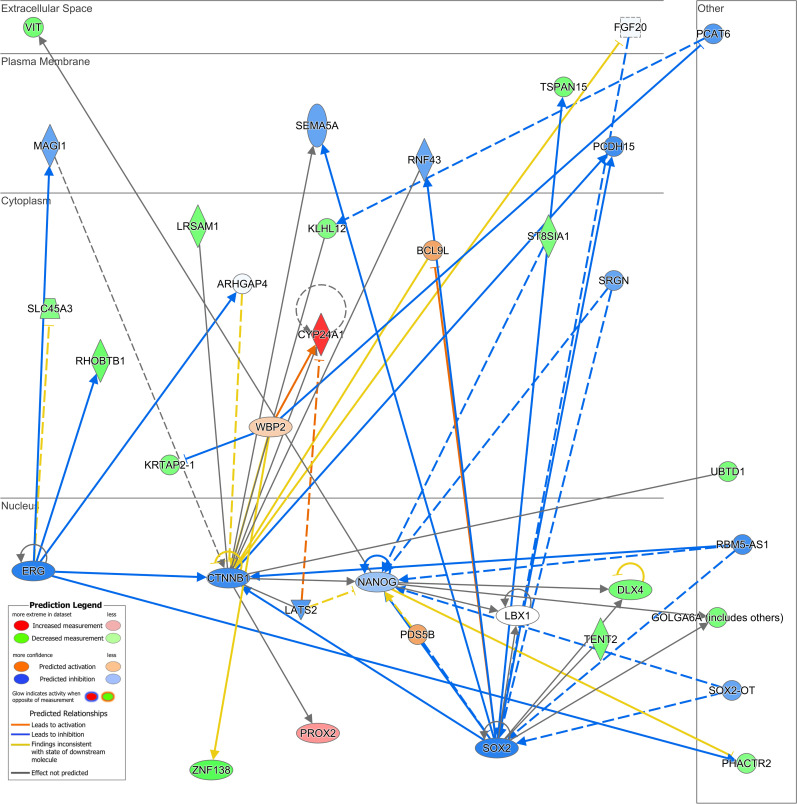
Predicted interaction network of differentially expressed genes by calcitriol in CaSki cervical cancer cells. The panel shows the legend for the predictions and interactions among the genes constructed using Ingenuity Pathway Analysis. The lines connecting the labels represent physical or functional interactions between the proteins. Solid lines represent known direct interactions, while dashed lines represent predicted or indirect interactions.

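*ERG*, a transcription factor of the ETS family, had an array signal of 5.22 ± 0.82 in vehicle and 4.90 ± 0.32 in calcitriol (log2, mean ± SD, n = 3 pools), below the level of the negative controls. Its log2 fold change was -0.32 (standard error 0.38, adjusted p = 0.957 from limma) and the groups overlapped. *ETS1*, of the same family, had signals of 9.69 ± 0.18 and 8.89 ± 0.29, well above the negative controls.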

ERG, another transcription factor with critical functions in cell proliferation and differentiation, was also evident in the predicted interaction network. Moreover, the network analysis underscored significant interactions with CTNNB1, encoding catenin beta and involved in coordinating cell-cell adhesion and gene transcription. 

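*CTNNB1* had an array signal of 13.53 ± 0.10 in vehicle and 13.33 ± 0.26 in calcitriol (log2, mean ± SD, n = 3 pools). Its log2 fold change was -0.19 (standard error 0.19, adjusted p = 0.947 from limma). Of 25 measured genes of Wnt and beta-catenin signalling, 0 passed when adjusted over the list alone. The secreted Wnt antagonist gene *DKK1* had a log2 fold change of -0.80 (standard error 0.19) and the ligand gene *WNT5B*, below the level of the negative controls, of -0.49 (standard error 0.17), both with the groups apart, and *MYC* had -0.28 (standard error 0.22). The list did not pass the test (adjusted p = 0.0825; adjusted p = 0.385 with an estimated correlation).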

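The protocadherin gene *PCDH15* had an array signal of 3.07 ± 0.21 in vehicle and 3.24 ± 0.11 in calcitriol (log2, mean ± SD, n = 3 pools). These values lie below the median of all features, 4.28, and its log2 fold change of 0.17 (standard error 0.18, adjusted p = 0.951 from limma) is within the spread between pools. *RNF43*, another node of the same network and a negative regulator of Wnt receptors, lay above the negative controls, with 8.64 ± 0.32 and 8.63 ± 0.27.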

Finally, another notable protein in the interaction network is PCDH15, a cadherin superfamily member of calcium-dependent transmembrane cell adhesion proteins.

### Calcitriol suppresses CaSki cell proliferation

The results of Fig 4 strongly suggest that calcitriol suppresses key processes relevant to tumor progression, such as cell proliferation and migration. As expected, Fig 6 demonstrates that calcitriol significantly inhibited the proliferation of CaSki cells starting from the second day of incubation.

**Fig 6:**
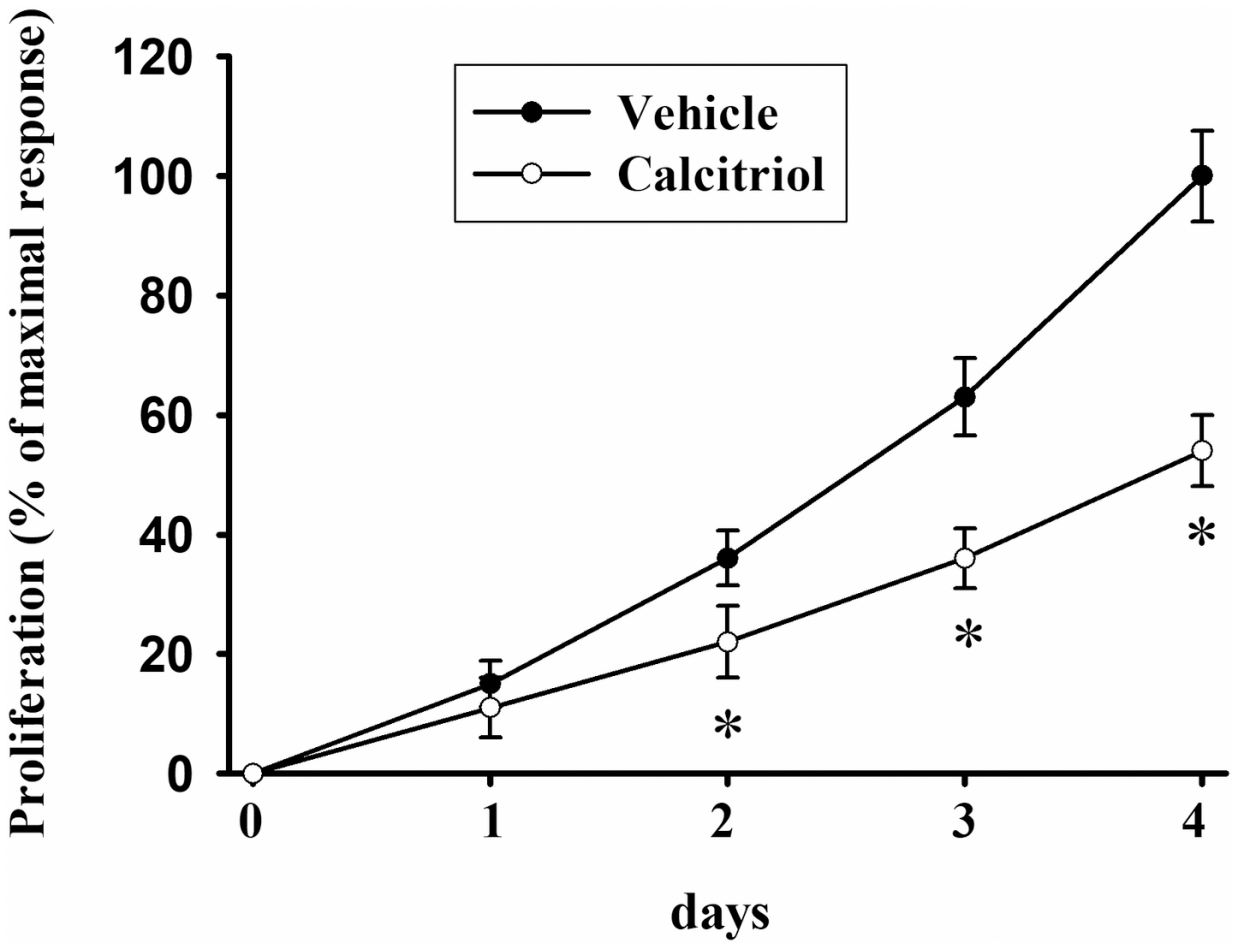
Calcitriol suppresses proliferation of CaSki cells. Cells were treated daily with either vehicle or 10 nM calcitriol at the specified times in treatment medium. Day 0 corresponds to the time when treatments were added, 24 hours after plating the cells. Cell growth was assessed daily using XTT assay. Each data point represents the average of 3 independent experiments, each with three experimental replicates ±  the SD of proliferation normalized against data of vehicle-treated cells at day 4, which was considered as 100%. * *P* < 0.05 vs. Vehicle.

### Calcitriol suppresses CaSki cell migration

The wound healing assay of CaSki cells was conducted to validate the effect of calcitriol on cell migration, as suggested by the results in Fig 4. As shown in Fig 7A and 7B, calcitriol significantly reduced the migratory capacity of CaSki cells after 48 hours of treatment. This observation was further supported by the inhibition of MMP7 and MMP13 gene expression (Fig 7C and 7D). Collectively, these results confirm that calcitriol acts as an effective suppressor of CaSki cell migration.

**Fig 7:**
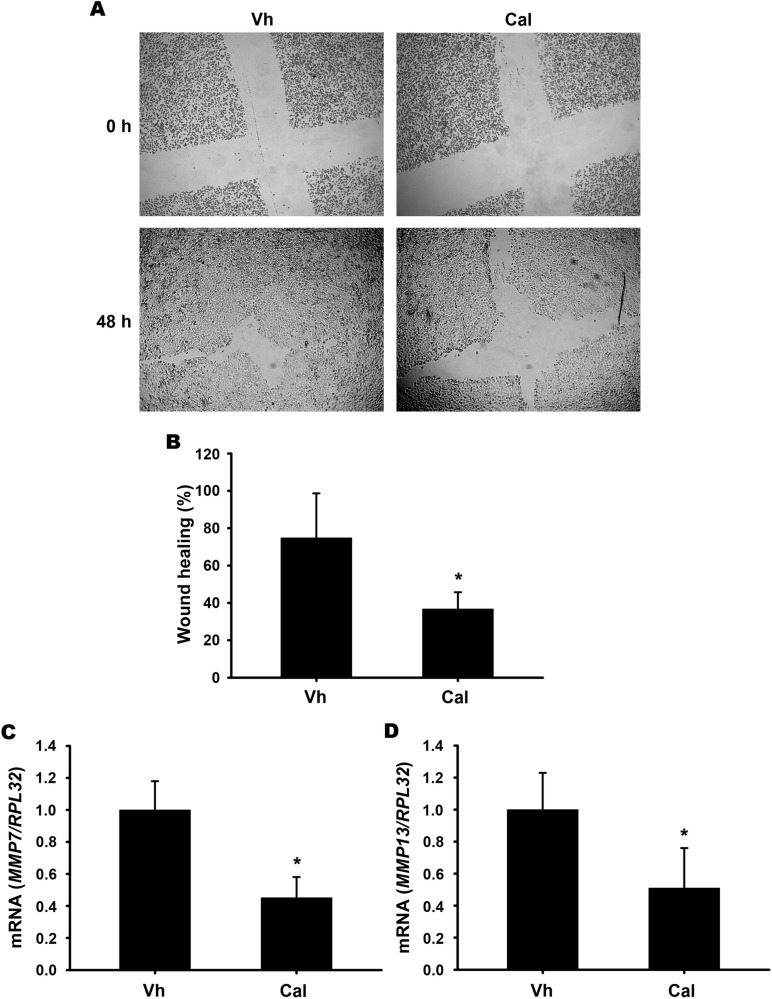
Calcitriol inhibits CaSki cell migration and suppresses MMP7 and MMP13 gene expression. The wound healing assay demonstrated that calcitriol delayed CaSki cell migration (A). Cells were seeded in 24-well plates, and a cross-shaped scratch was made. They were treated with vehicle (Vh) or 10 nM calcitriol (Cal) for 48 hours. Bright-field images (4×) were taken at 0 and 48 hours to assess the wound area. (B) Quantitative analysis of wound healing revealed significant suppression of migration. For gene expression studies, CaSki cells were cultured for 24 hours and treated with either vehicle (Vh) or 10 nM calcitriol (Cal). Total RNA was extracted, and the expression levels of MMP7 (C) and MMP13 (D) genes, along with the housekeeping gene RPL32, were quantified using qPCR. Data are presented as the mean ±  SD of three independent experiments. * *P* < 0.05 vs. Vh.

## Discussion

An essential requirement for vitamin D responsiveness is cellular expression of VDR, which is widely distributed in the human body, including female reproductive tissues [4,14]. Both normal and tumoral cervical tissues harbor the enzymatic machinery for calcitriol biosynthesis, suggesting local non-calcemic hormonal actions [15,16]. Notably, established cervical cell lines, such as HeLa [17] and SiHa [18], express VDR, while C-33A cells lack it [19]. It has been previously described that CaSki cells express low basal levels of RXR receptors [20]. Our study reveals abundant VDR and RXR expression in CaSki cells, primarily in the cytoplasm. High cytoplasmic VDR staining correlates with poor overall survival in ovarian cancer [21] and is associated with tumor progression and prognosis in colon and vulvar cancers [22,23], implying the involvement of non-nuclear VDR-mediated signaling pathways in these tumors [24]. While the specific role of non-genomic VDR effects in CaSki cells is yet to be elucidated, our results from the genomic-mediated induction of calcitriol on the *CYP24A1* gene and comprehensive transcriptome microarray data indicate that activated VDR predominantly functions through the classical nuclear pathway, modulating gene expression via promoters containing VDREs.

Regarding the effect of calcitriol on the transcriptome of CaSki cells, we observed numerous genes subjected to hormonal regulation using a fold change criterion of ±  1.5. Numerous studies have explored the transcriptional regulation mediated by calcitriol or its analogs across various cancer types, such as colon, prostate, and breast cancer, using microarray or RNA-seq techniques [7–9]. These investigations have consistently shown that calcitriol typically upregulates gene expression in colon, prostate, and breast cancer cells [7,8,25,26]. Remarkably, our study revealed an 88% repression in the transcriptome of CaSki cells following calcitriol treatment. 

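The excess of lower genes was largest among bright coding genes. Of the coding genes at a fold of at least 1.5 and an unadjusted p under 0.05, 89.1% were lower (95% exact binomial interval 86.2% to 91.5%, which takes genes as independent), and of all 17622 coding genes 66.9% had a negative log2 fold change. The share of lower genes was 43.8% in the fifth of coding genes with the lowest signal, 62.3% in the next, and 93.4%, 94.5% and 98.2% in the brighter ones. Among other named genes, noncoding RNAs and pseudogenes, the shares over the same ranges of signal were 33.3%, 40.5%, 61.4%, 65.4% and 57.1%. The share of 65.4% rests on 17 lower and 9 higher genes and that of 57.1% on 4 lower and 3 higher, so both are imprecise. Pseudogenes had 122 lower and 115 higher, and features with no gene symbol 1284 lower and 1666 higher. The 2197 positive control features of the array, which are not the exogenous controls, had 93 lower and 10 higher. Their median signal was 13.1 and their median log2 fold change -0.14. Of the 612 negative control features, 40 were lower and 33 higher at the same thresholds. With each array centred on the 8 exogenous controls, chosen after the data were examined, 4.60% of the coding genes past both thresholds were lower.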

To our knowledge, no previous studies have reported such a substantial repressive effect of calcitriol on the transcriptome. A study on chronic lymphocytic leukemia cells also reported transcriptome repression, albeit to a lesser extent, with genes being repressed twice as frequently as induced [10], aligning with the anti-inflammatory role of calcitriol in immune cells [27].

Among the diverse genes affected by calcitriol, primarily protein-coding genes were identified, along with long non-coding RNAs and various microRNAs. MicroRNAs regulate target genes at the post-transcriptional level mainly by inducing their mRNA degradation and repressing their mRNA translation. Interestingly, we observed that the number of genes repressed by calcitriol (474) exceeded those induced by calcitriol (62) by more than sevenfold, indicating a potent suppressive influence of calcitriol on the CaSki cell transcriptome. 

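Coding genes that were lower exceeded those that were higher 8.16 times at a fold of at least 1.5 and an unadjusted p under 0.05. Among the 8241 coding genes above the negative controls, 355 were lower and 18 higher, with a median log2 fold change of -0.16. The groups did not overlap for 1973 coding genes that were lower and 437 that were higher, 13.7% of all coding genes, where chance gives 10%. The carboxypeptidase gene *CPA4* (15.35 ± 0.24 and 14.12 ± 0.36), the junction gene *DSG3* (12.28 ± 0.20 and 11.64 ± 0.13) and the transforming growth factor target *TGFBI* (15.14 ± 0.12 and 14.50 ± 0.19) were among the bright genes that were lower (mean ± SD, n = 3 pools each, vehicle and calcitriol). *IL1RL1*, an interleukin 33 receptor (6.39 ± 0.35 and 7.32 ± 0.44), and *LOX*, a collagen cross-linking enzyme (8.38 ± 0.56 and 9.22 ± 0.32), were among those that were higher. The number of lower genes rested on the arrays: it was 935 without calcitriol replicate 2, and 328 after quantile normalization. With the arrays centred on the exogenous controls, chosen after the data were examined, the excess turned to higher genes, with 50 lower and 1038 higher.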

In this study, several microRNAs known for their capacity to inhibit transcription exhibited a calcitriol-dependent upregulation, further supporting a strong transcription repressive activity of calcitriol in CaSki cervical cancer cells. However, while in cervical cancer the downregulation of microRNAs has been mostly associated with a poor prognosis [28], further analysis are needed to asseverate the biological outcome of calcitriol through the regulation of the microRNAs found in this study.

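Noncoding RNA genes were higher about as often as lower. Of those at a fold of at least 1.5 and an unadjusted p under 0.05, 57.0% were higher with calcitriol, and of long noncoding RNA genes 57.7%. The median log2 fold change was 0.03 over all noncoding RNA genes and 0.01 over long noncoding ones. The groups did not overlap for 10.8% of the noncoding genes, where chance gives 10%. *PCAT6*, a long noncoding RNA among the nodes of Fig 5, had a log2 fold change of -0.37 (standard error 0.20, adjusted p = 0.916 from limma).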

Our microarray analysis demonstrated that, beyond its influence on protein-coding genes, calcitriol significantly modulates non-coding RNA expression, with 55% of non-coding RNAs upregulated and 45% downregulated. Although changes in microRNA expression were not experimentally validated, the data suggest that calcitriol upregulated 62% of mature microRNAs and downregulated 38%, potentially contributing to its mRNA-suppressive effects. 

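Of the microRNA features at a fold of at least 1.5 and an unadjusted p under 0.05, 27 were higher and 20 lower, so that 57.4% were higher. These features of microRNA genes do not tell precursor from mature forms. In this count, 6 of the higher and 3 of the lower features lay above the negative controls, and 21 and 17 did not. *MIR4499* had 6.11 ± 0.15 in vehicle and 6.74 ± 0.30 in calcitriol and *MIR579* had 7.61 ± 0.20 and 7.09 ± 0.27 (log2, mean ± SD, n = 3 pools). The median log2 fold change over all microRNA features was 0.05, and an unadjusted p under 0.05 was found for 90 of them (5.98%), against 5.41% of all features. The paper proposes from the share of higher microRNAs that they contribute to the lower mRNA levels. With the arrays centred on the exogenous controls, chosen after the data were examined, 272 were higher and 3 lower. Leaving out each array in turn gave 32 to 54 higher and 18 to 31 lower.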

Among the microRNAs whose expression was modulated by calcitriol, only a few have been previously identified as calcitriol targets. Our group previously reported the microRNA changes induced by calcitriol treatment in SiHa cervical cancer cells [29]. Notably, the microRNA alterations observed in SiHa cells differ markedly from those identified in CaSki cells in this study. This observation is consistent with previous findings in cervical cancer, where a distinct microRNA expression profile has not been conclusively established for this cancer type or specific HPV strains [30]. 

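The MIR548 family was represented by 76 features of 71 genes, and its members went both ways: 39 had a positive and 37 a negative log2 fold change, with a median of 0.02 and a range from -1.45 to 1.16. At a fold of at least 1.5 and an unadjusted p under 0.05, 2 were higher and 3 lower. *MIR548AP* had 6.30 ± 0.22 in vehicle and 5.30 ± 0.19 in calcitriol (log2, mean ± SD, n = 3 pools), while *MIR548AE1* had 4.52 ± 0.36 and 5.68 ± 0.74. Of the 76 features, 25 lay above the negative controls. Of the 5 past both thresholds these include only *MIR548AC* (-0.72, standard error 0.25) and *MIR548T* (-1.45, standard error 0.55), both lower and both named after their values were seen; the groups overlapped for *MIR548T*. *MIR590* was higher in all 3 calcitriol pools than in all vehicle pools, without passing the test (adjusted p = 0.915 from limma).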

Interestingly, calcitriol consistently inhibited miR-548 expression and increased miR-590 expression in both cell types. However, notable differences were observed: miR-3128 and miR-606 were significantly upregulated by calcitriol in CaSki cells but were repressed in SiHa cells [29].

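*MIR3128* had an array signal of 3.95 ± 0.50 in vehicle and 5.01 ± 0.84 in calcitriol-treated CaSki cells (log2, mean ± SD, n = 3 pools), a log2 fold change of 1.07 (standard error 0.42, adjusted p = 0.915 from limma), and its groups overlapped. *MIR606* had 4.36 ± 0.29 and 4.99 ± 0.10, a log2 fold change of 0.63 (standard error 0.20, adjusted p = 0.915), with every calcitriol pool above every vehicle pool. Both lay below the level of the negative controls. SiHa cells were not analysed here.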

The majority of microRNAs upregulated by calcitriol in this study are known to play significant roles in cancer pathogenesis, with a subset specifically implicated in cervical carcinogenesis. 

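*MIR6129* had a log2 fold change of 1.04 (standard error 0.26, adjusted p = 0.915 from limma) and was higher in all 3 calcitriol pools than in all vehicle pools. *CUL2*, the gene of cullin 2, had 9.48 ± 0.13 in vehicle and 9.80 ± 0.21 in calcitriol (log2, mean ± SD, n = 3 pools), a log2 fold change of 0.32 (standard error 0.18, adjusted p = 0.917), and *HIF1A* had 16.15 ± 0.14 and 16.00 ± 0.14, a log2 fold change of -0.15 (standard error 0.17, adjusted p = 0.956). Neither gene passed the test.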

Notably, calcitriol increased the expression of several microRNAs in CaSki cells, including miR-6129, miR-382, miR-655, miR-211, and miR-590. Interestingly, these calcitriol-regulated microRNAs may exert antitumoral activities in CaSki cervical cancer. Specifically, miR-6129 has been suggested to disrupt cellular metabolic reprogramming by promoting the degradation of HIF-1α, a protein whose expression is influenced by HPV E6 and E7. This anticancer mechanism of calcitriol is thought to be indirect, as cullin 2, a key factor required for HIF-1α degradation, is a target of miR-6129 [31]. Conversely, miR-382-5p is downregulated in cervical cancer, where its predicted target, VEGFA, is highly expressed, promoting tumor growth and metastasis. 

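*MIR382* had 2 features. On one, the signal was 3.93 ± 0.24 in vehicle and 4.60 ± 0.09 in calcitriol (log2, mean ± SD, n = 3 pools), a log2 fold change of 0.67 (standard error 0.19) with no overlap of the groups; on the other it was 4.39 ± 0.39 and 4.92 ± 0.54, a log2 fold change of 0.53 (standard error 0.31) with overlap. Both were below the level of the negative controls, and the features do not separate the 5p from the 3p strand. *VEGFA*, the gene of an angiogenic growth factor, had 10.32 ± 0.09 in vehicle and 9.96 ± 0.35 in calcitriol, a log2 fold change of -0.36 (standard error 0.21, adjusted p = 0.917 from limma), with every calcitriol pool below every vehicle pool.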

In this study, calcitriol upregulated miR-382-5p in CaSki cells, potentially reducing VEGFA expression and its tumor-promoting activity [32]. 

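*MIR655* had a log2 fold change of 0.53 (standard error 0.23, adjusted p = 0.915 from limma), with an unadjusted p under 0.05 and overlap between the groups. The fold of *MIR655* was 1.45 by plain means and 1.63 by Tukey biweight averages, chosen after the data were examined.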

Interestingly, calcitriol also increased the expression of miR-655, a microRNA previously reported to be downregulated in HPV16-positive cervical cancer [33]. 

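*MIR211* had a log2 fold change of 0.52 (standard error 0.21, adjusted p = 0.915 from limma) and was higher in all 3 calcitriol pools than in all vehicle pools. The fold of *MIR211* was 1.43 by plain means and 1.62 by Tukey biweight averages, chosen after the data were examined. *BCL2*, whose regulation by miR-211 the paper cites, had 4.01 ± 0.16 in vehicle and 3.99 ± 0.03 in calcitriol (log2, mean ± SD, n = 3 pools). Its log2 fold change was -0.02 (standard error 0.17, adjusted p = 0.996 from limma).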

Another calcitriol-induced microRNA, miR-211, has been shown to trigger autophagy and autophagy-dependent apoptosis through the regulation of Bcl-2 in cervical cancer cells [34]. Notably, calcitriol upregulated miR-590 expression in CaSki cells. 

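The log2 fold change of *MIR590* was 0.63 (standard error 0.23), with an unadjusted p under 0.05. *CHL1*, a gene of a neural cell adhesion molecule, had 4.64 ± 0.49 in vehicle and 4.72 ± 0.81 in calcitriol (log2, mean ± SD, n = 3 pools), below the level of the negative controls, and a log2 fold change of 0.07 (standard error 0.41, adjusted p = 0.992 from limma). The spread between pools was larger than this difference.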

Among the microRNAs induced by calcitriol, miR-590 stands out as the only one with evidence of promoting cervical cancer cell growth and invasion by targeting CHL1 [35]. This finding merits further exploration in future research.

Conversely, among the microRNAs downregulated by calcitriol in CaSki cells are miR-130a, miR-301a, and miR-1252. 

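*MIR130A* had a log2 fold change of -0.78 (standard error 0.28, adjusted p = 0.915 from limma), with an unadjusted p under 0.05 and overlap between the groups. *DICER1*, the gene of the ribonuclease that processes microRNA precursors, had 9.63 ± 0.30 in vehicle and 9.56 ± 0.18 in calcitriol (log2, mean ± SD, n = 3 pools), a log2 fold change of -0.07 (standard error 0.21, adjusted p = 0.985), within the spread between pools.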

MiR-130a has previously been shown to enhance its antiviral effects on hepatitis C virus replication when potentiated by calcitriol, independent of type I interferon signaling [36]. This microRNA also plays a significant role in the pathogenesis of cervical cancer by targeting Dicer [37], thereby promoting cell migration and invasion in SiHa cells. Therefore, further investigation into the role of microRNA-130a in CaSki cells is needed. 

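*MIR301A* had a log2 fold change of -0.92 (standard error 0.39, adjusted p = 0.915 from limma), with an unadjusted p under 0.05. The groups overlapped and the signals lay below the level of the negative controls.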

MiR-301a is another microRNA repressed by calcitriol. It has been reported to be significantly upregulated in cervical carcinoma tissues, while its target, phosphatase and tensin homolog (PTEN), was notably downregulated. This dysregulation is associated with enhanced cancer cell proliferation and reduced apoptosis [38]. 

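*MIR1252* had a log2 fold change of -1.21 (standard error 0.37, adjusted p = 0.915 from limma), with every calcitriol pool below every vehicle pool. *EIF4EBP2*, the gene of a repressor of cap-dependent translation, had 15.58 ± 0.23 in vehicle and 15.72 ± 0.18 in calcitriol (log2, mean ± SD, n = 3 pools), a log2 fold change of 0.15 (standard error 0.19, adjusted p = 0.963).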

Finally, calcitriol downregulated miR-1252, which targets EIF4EBP2, a factor involved in proto-oncogene regulation. By repressing miR-1252, calcitriol may help reduce cervical cancer progression [39]. Collectively, these findings suggest that calcitriol contributes to the suppression of cervical cancer progression by downregulating key microRNAs involved in tumorigenic processes.

Besides serving as a model for advanced cervical cancer due to its high HPV16 viral load and numerous cellular alterations [40,41], CaSki cells demonstrate significant sensitivity to external factors. This is exemplified by the ability of α-mangostin, a plant derived antineoplasic compound, to inhibit CaSki cell proliferation by suppressing HPV16 E6/E7 and *KCNH1* oncogenes [42]. This increased vulnerability of CaSki cells might explain the profound transcriptional effects induced by calcitriol. 

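Of 26 gene lists fixed before the array values were examined, but after names in Fig 2, S2 Table and the first rows of S1 Table had been seen, 10 passed the test by camera at an adjusted p under 0.05, and all of these except the vitamin D targets were shifted downwards. Integrins, AP-1 and immediate early genes, interferon response genes, genes of the epithelial-mesenchymal transition, apoptosis, keratinocyte differentiation and basal keratinocytes, the G1 and S phases and matrix proteolysis made up the rest. With an estimated correlation, 0 passed. The estimate was below the preset 0.01 for the vitamin D targets (-0.030), the AP-1 list (0.0078) and matrix proteolysis (-0.024). A higher correlation is therefore not why these lists did not pass. It was above the preset in the other lists that had passed. By fry, which asks whether the genes of a list move on balance one way and compares them with no other genes, 10 lists passed, but not the same ones: the G1 and S phases (adjusted p = 0.277) and apoptosis did not, while retinoid signalling (adjusted p = 0.0411) and amino acid and endoplasmic reticulum stress did. *THBS1* and *ITGB6* had the lowest log2 fold changes on the list of integrins and focal adhesion, with signals of 14.98 ± 0.31 and 13.91 ± 0.26 for *THBS1* and 11.61 ± 0.43 and 10.60 ± 0.18 for *ITGB6* in vehicle and calcitriol.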

Interestingly, the biological significance of these transcriptomic changes induced by calcitriol also demonstrated widespread repression across virtually all analyzed categories. 

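In the paper's S2 Table, cell movement of carcinoma cell lines lists 46 molecules, of which 40 had a feature of their own and 36 of these a negative log2 fold change, with a median of -0.66. *EPHA2* and *ITGB6* are among the 36, and *ARHGEF28* is one of the 4 with a positive value. The corresponding median was -0.71 for carcinoma cell proliferation and -0.73 for cell spreading. These molecules were chosen by the study on the same arrays, so their direction is not independent evidence.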

Among the prominent biological processes repressed by calcitriol, involving more than 100 molecules, are cell movement, cell survival, cytoplasm organization, cell proliferation, and cell quantity.

Uncontrolled proliferation, a hallmark of cancer, is driven by genetic mutations, disrupted cell cycle checkpoints, and tumor microenvironments like hypoxia, leading to tumor growth, metastasis, and therapy resistance [43]. Cell proliferation represents a pivotal biological process that undergoes negative regulation by calcitriol across various cell types [44]. In our study, calcitriol significantly inhibited CaSki cell proliferation compared to the vehicle, starting from two days post-hormone addition, maintaining a 50% suppression until day 4. Although there are no studies on the effect of calcitriol on CaSki cell proliferation, it has been previously reported that high concentrations of vitamin D_3_ significantly inhibit CaSki cell proliferation and activate apoptosis [45]. This effect is likely mediated by the endogenous conversion of vitamin D_3_ to calcitriol within CaSki cells, leading to an increase in the sub-G_1_ cell cycle fraction indicative of cellular death. Consistent with other studies on calcitriol or its precursor 25-hydroxyvitamin D_3_, these vitamin D_3_ derivatives induce time- and concentration-dependent suppression of cell proliferation and G_1_ cell cycle arrest in cervical cancer cells such as HeLa and SiHa [46–48]. These findings, along with our results, highlight the antiproliferative potential of vitamin D derivatives in cervical cancer cells [49]. In general, calcitriol inhibits tumor cell proliferation through multiple mechanisms, including inducing cell cycle arrest by downregulating c-Myc and cyclins, suppressing the Wnt/β-catenin pathway to reduce glycolysis, and promoting differentiation for less aggressive tumor phenotypes. Calcitriol reduces tumor volume and enhances chemotherapy efficacy in animal models, highlighting its potential as a complementary cancer therapy [6].

In addition to proliferation, cancer cell migration plays a crucial role in tumor progression and metastasis, facilitating the invasion of surrounding tissues and the spread to distant sites [50]. This process is influenced by metabolic reprogramming, such as the Warburg effect, genetic alterations like epithelial-to-mesenchymal transition (EMT), and biomechanical interactions with the extracellular matrix (ECM). Specific proteins, such as MIEN1, further enhance migration, collectively contributing to tumor invasiveness.

Considering the predicted biological processes influenced by calcitriol treatment in CaSki cells, it was evident that processes related to cell movement, including migration, were significantly inhibited. This study demonstrated that calcitriol significantly reduced the migratory capacity of CaSki cells after 48 hours in the wound healing assay. This effect was further supported by the downregulation of *MMP7* and *MMP13* gene expression, both critical molecules involved in cell migration [51]. Our results align with other studies suggesting that calcitriol generally inhibits tumor cell migration [52,53]. Calcitriol acts by suppressing the expression of several metalloproteinases and modulating cytokine production, thereby reducing inflammation and tumor invasiveness. Tumor cells promote invasion by upregulating matrix metalloproteinases (MMPs), including MMP7 and MMP13 [51].

MMP7 promotes cancer progression by degrading the extracellular matrix (ECM), enhancing epithelial-mesenchymal transition (EMT), supporting angiogenesis, and modulating the immune response, all of which contribute to increased metastasis [54]. This study found that calcitriol significantly suppressed MMP7 mRNA expression in CaSki cervical cancer cells, an effect also observed in other cancer types [55]. While protein level data were not provided, calcitriol likely downregulates MMP7 activity, helping reduce cell migration. Elevated MMP7 levels correlate with higher cancer grade, clinical stage, and metastasis in cervical cancer, suggesting its potential as a clinical biomarker for the disease [56]. Additionally, calcitriol significantly suppressed MMP13 mRNA expression in CaSki cervical cancer cells, consistent with previous studies in squamous cell carcinoma and breast cancer cells treated with the synthetic vitamin D derivative calcipotriol and the low-calcemic vitamin D analog MART-10, respectively [57,58]. Similar to MMP7, MMP13 is a key enzyme in cancer progression, promoting tumor cell migration, metastasis, and angiogenesis by degrading the extracellular matrix and activating epithelial-mesenchymal transition (EMT), thereby enhancing tumor invasiveness [59]. Notably, higher levels of MMP13 were observed in cervical cancer tissues compared to adjacent noncancerous tissues, with these elevated levels correlating with a poorer prognosis for cervical cancer patients [60]. Thus, it seems that part of the beneficial effects of calcitriol on cervical cancer may be attributed to its suppression of MMP7 and MMP-13 gene expression.

During the validation phase of our microarray experiments, we targeted specific genes based on their potential relevance to cancer biology. Specifically, we noted that calcitriol downregulated the *EPHA2* and *RARA* genes in the microarray data. This observation was subsequently confirmed at the mRNA and protein levels in CaSki cells. 

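The vehicle pools gave array signals of 7.42, 7.78 and 7.80 for *EPHA2* and the calcitriol pools 6.25, 7.03 and 6.80 (log2, replicates 1 to 3). For *RARA* the vehicle pools gave 7.54, 7.83 and 7.75 and the calcitriol pools 6.99, 7.57 and 7.04. Among the 17622 coding genes, ranked from the lowest log2 fold change, *EPHA2* stood at 46 and *RARA* at 972. The 95% intervals of the log2 fold changes were -1.51 to -0.43 and -0.99 to -0.03, without adjustment for the number of genes.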

EPHA2 belongs to the ephrin-A receptor subfamily of the tyrosine kinase protein family and has been shown to have oncogenic functions in various cancer types [61], including cervical cancer [62,63]. Retinoic acid receptor α is overexpressed in breast cancer tumors [64] and other neoplasias [65], contributing to tumoral progression. Little is known about the role of RARΑ in cervical cancer. Available evidence indicates the expression of the RARA gene in HeLa and CaSki cells [66]. Additionally, RARA expression is reduced by 75% in cervical tumors compared to control tissues [67]. Therefore, further studies are needed to understand the effect of calcitriol-induced RARA reduction in CaSki cells.

Moreover, among the genes upregulated by calcitriol in the microarray analysis are *KLK6* (kallikrein-related peptidase 6) and *CYP4F3* (cytochrome P450 family 4 subfamily F member 3). 

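The vehicle pools gave array signals of 7.39, 7.61 and 7.15 for *KLK6* and the calcitriol pools 8.59, 9.09 and 8.21 (log2, replicates 1 to 3). Ranked from the highest log2 fold change among the coding genes, *KLK6* stood at 5 and *CYP4F3* at 6. The 95% interval of the log2 fold change of *KLK6* was 0.67 to 1.82, without adjustment for the number of genes.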

The serine protease KLK6, participates in diverse cancer-associated processes [68]. This gene can have oncogenic or antitumoral effects depending on the tumor. In various tumors, KLK6 is abundantly expressed [68,69], while in others, its expression is deficient. In breast cancer, *KLK6* acts as a tumor suppressor gene but its expression is undetectable in metastatic breast cancer due to methylation of the *KLK6* gene promoter [70]. The gene CYP4F3 is part of a family of monooxygenases crucial for drug metabolism and lipid synthesis. 

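For *CYP4F3*, the vehicle pools gave array signals of 6.18, 6.24 and 6.56 and the calcitriol pools 7.50, 7.37 and 7.05 (log2, replicates 1 to 3). The 95% interval of its log2 fold change was 0.53 to 1.43, without adjustment for the number of genes.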

Our results showed that calcitriol increased the expression of the *CYP4F3* gene both in the microarray and during validation by qPCR and western blot. Further studies are required to understand the significance of this result, as little is known about the role of the *CYP4F3* gene in cancer biology, except for a study suggesting that a potential single nucleotide polymorphism in this gene contributes to lung cancer progression, especially in smokers [71].

The anticipated interaction network derived from this study indicates the functional significance of the *CTNNB1* gene, which encodes catenin beta 1, along with the transcription factors S*OX2*, *NANOG*, and *ERG*. These proteins exhibit common traits including transcriptional regulation, participation in cellular proliferation and differentiation, and involvement in protein-protein regulatory networks [72–74]. Our analysis predicts that calcitriol inhibits these interaction networks in CaSki cells. While HPV is the primary etiological agent of cervical cancer, additional factors, including β-catenin dysregulation, significantly contribute to its progression [75]. β-Catenin, a pivotal component of the Wnt/β-catenin signaling pathway, plays a dual role in disrupting cell adhesion and signal transduction, thereby promoting carcinogenesis. In this study, predictive analysis using IPA software identified the CTNNB1 gene, as a key node within the interaction network of genes differentially regulated by calcitriol. However, microarray analysis in CaSki cells revealed no significant changes in CTNNB1 expression following calcitriol treatment. This observation suggests that calcitriol, via its receptor VDR, predominantly modulates the activity of the Wnt/β-catenin pathway rather than altering the expression of its components. 

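The 95% interval of the log2 fold change of *CTNNB1* was -0.63 to 0.24 and includes a decrease, but not an increase, of 1.5-fold. *MYC*, a target of the pathway, had an interval of -0.78 to 0.22 and *CCND1*, another target, one of -1.11 to -0.17, without adjustment for the number of genes.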

In colorectal cancer, calcitriol suppresses cellular proliferation by inhibiting the Wnt/β-catenin pathway and enhancing E-cadherin expression, which reduces invasiveness. However, in this study, microarray analysis did not show calcitriol-induced changes in CDH1, the gene encoding E-cadherin. 

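*CDH1* had an array signal of 13.79 ± 0.22 in vehicle and 13.63 ± 0.23 in calcitriol (log2, mean ± SD, n = 3 pools). The log2 fold change was -0.15 (standard error 0.20, adjusted p = 0.963 from limma) and its 95% interval ran from -0.61 to 0.30. The groups overlapped.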

Notably, activated VDR interacts with β-catenin, preventing its association with TCF transcription factors [76]. This interaction inhibits β-catenin/TCF complex formation, reducing the expression of genes that promote cell proliferation and survival. This mechanism may explain the role of CTNNB1 as a central node in calcitriol-regulated networks. Interestingly, other key nodes like transcription factors SOX2, NANOG, and ERG also showed no differential expression. It is possible that calcitriol affects these factors through VDR-mediated modulation of their transcriptional activity [77]. 

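The 95% interval of the log2 fold change was -0.34 to 0.40 for *SOX2*, -0.51 to 0.37 for *NANOG* and -1.19 to 0.54 for *ERG*. For *ERG* this includes changes of more than 2-fold downwards, so a change of that size was not excluded. None of these genes lay above the negative controls in these cells.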

Further research is needed to clarify the roles of these transcription factors in the antitumor effects of calcitriol in CaSki cells.

An interesting finding in our biological data analysis of CaSki cells is the observed negative regulation by calcitriol of the viral infection category, involving 125 implicated molecules. This finding corroborates prior evidence suggesting an association between vitamin D deficiency and its metabolites with the persistence of HPV DNA in early cervical cancer lesions [78]. Furthermore, a positive correlation has been identified between vitamin D levels and the persistence of 14 high-risk HPV subtypes [79]. 

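Of 39 measured genes of the interferon response, which restricts viruses, 7 were lower when adjusted over the list alone (0 over all features) and 0 were higher. They included *GBP1* (log2 fold change -0.999, standard error 0.19) and *GBP3* (-0.81, standard error 0.19), which encode interferon-induced GTPases, the immunoproteasome genes *PSMB9* (-0.95, standard error 0.19) and *PSMB8* (-0.79, standard error 0.18), and the transcription factor gene *IRF1* (-0.84, standard error 0.18). *SAMD9L* (-1.01, standard error 0.25) and *TRIM22* (-0.74, standard error 0.21) were the others. In each of the 7, every calcitriol pool lay below every vehicle pool.
The list was shifted downwards (median -0.26, camera, adjusted p = 1.58e-05; adjusted p = 0.211 with an estimated correlation). The poly-A control RNAs phe (-0.26, standard error 0.18) and thr (-0.39, standard error 0.24) and the hybridization control bioB (-0.36, standard error 0.18), which do not come from the cells, were also lower without passing the test.

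**Figure D3:**
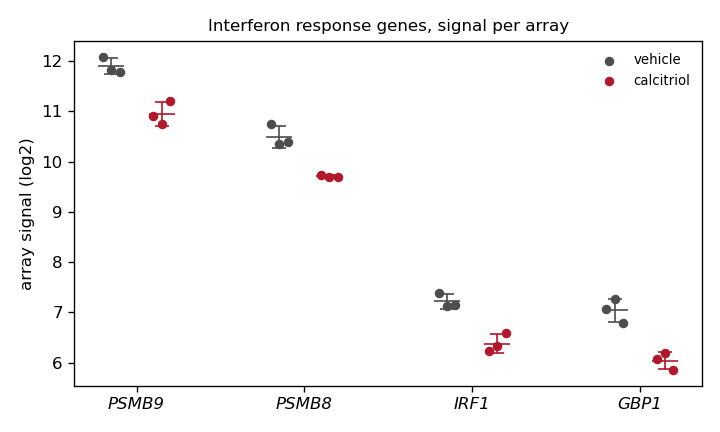
Array signal (y axis, log2) of *PSMB9*, *PSMB8*, *IRF1* and *GBP1* in each of the 3 vehicle pools (grey) and 3 calcitriol pools (red). Each point is a pool and the bars give the mean ± SD; in all of these genes the calcitriol pools lie below the vehicle pools.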

Among the described antiviral mechanisms of calcitriol is the synthesis of antimicrobial peptides [4]. 

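*CAMP*, which encodes cathelicidin, had an array signal of 3.64 ± 0.39 in vehicle and 4.19 ± 0.16 in calcitriol (log2, mean ± SD, n = 3 pools), below the level of the negative controls. Its log2 fold change was 0.55 (standard error 0.23, adjusted p = 0.915 from limma), with an unadjusted p under 0.05, every calcitriol pool above every vehicle pool, and a fold of 1.47 by plain means and 1.53 by Tukey biweight averages, chosen after the data were examined. Of 18 measured antimicrobial peptide genes, 0 passed when adjusted over the list alone. The siderophore-binding protein gene *LCN2* (-0.71, standard error 0.24), *RNASE7* (-0.65, standard error 0.25) and *LTF* (-0.55, standard error 0.19; below the level of the negative controls) went the other way. The list did not pass by camera (adjusted p = 0.279, and 0.515 with an estimated correlation). It was shifted upwards against coding genes of at least median signal alone (adjusted p = 0.0191, over the 9 members with such a signal). Those coding genes themselves had a median log2 fold change of -0.13, so a list without change can be called up against them.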

Interestingly, in this study, the *CAMP* gene, encoding the antimicrobial peptide cathelicidin, was significantly induced by calcitriol in CaSki cells, as previously described in other cell types [80,81]. Another relevant mechanism for the protective role of calcitriol against viral infections is the modulation of the inflammatory immune response [4]. As an example, in this study, the gene *S100A9* was induced by calcitriol in the microarray. 

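*S100A9* had an array signal of 8.78 ± 0.24 in vehicle and 9.58 ± 0.22 in calcitriol (log2, mean ± SD, n = 3 pools). Its log2 fold change was 0.80 (standard error 0.20, adjusted p = 0.915 from limma), or 1.74-fold, with an unadjusted p under 0.05 and every calcitriol pool above every vehicle pool. *S100A8*, whose product forms a complex with that of *S100A9*, had 6.77 ± 0.31 and 7.31 ± 0.41, a log2 fold change of 0.54 (standard error 0.26, adjusted p = 0.915), and its groups overlapped.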

S100A9 is a calcium-binding protein belonging to the S100 family, which plays a significant role in inflammation [82]. Furthermore, S100A9 is also an antimicrobial peptide with antiviral activity, which is exerted through different mechanisms, including interaction with the viral nucleocapsid and reverse transcription restriction, thus suppressing viral replication [83,84]. Even though S100A9 effects upon HPV infection in cervical cells remains to be elucidated, the heterocomplex S100A9/A8 induces apoptosis and inhibits metastasis of CaSki cells [85]. Together, these findings may explain the antiviral functions of calcitriol against high-risk HPV.

These results collectively suggest that modulation of gene expression by calcitriol extends beyond direct anticancer actions, influencing a wide array of biological and immunological processes. This comprehensive genomic response highlights the potential of calcitriol as a multifunctional agent in the therapeutic management of cervical cancer. Our findings also support the notion that an adequate nutritional status of vitamin D, whether through sunlight exposure, diet, or supplements, may help reduce the risk of cervical cancer and may have additional associated health benefits.

The relationship between calcitriol and HPV-related cancers, particularly cervical cancer, has received growing attention due to its promising therapeutic potential [4]. In cervical cancer, calcitriol exerts multiple anti-cancer effects, including the inhibition of cell proliferation through the downregulation of oncogenes such as HCCR-1 [46] and EAG1 [18], the latter being upregulated by high-risk HPV oncogenes [86]. Notably, the combination of calcitriol with cisplatin enhances its therapeutic efficacy, resulting in improved survival outcomes and suggesting a potential adjuvant role in the treatment of HPV-related malignancies [87]. Moreover, vitamin D metabolites have demonstrated the ability to inhibit cervical cancer progression and induce apoptosis through the activation of pro-apoptotic proteins and caspases [45]. Calcitriol also regulates the expression of specific microRNAs with anti-cancer properties. For instance, miR-22, which is downregulated by HPV16 E6 [88], can be restored by calcitriol [29], thereby inhibiting cancer cell proliferation and metastasis, although this effect was not observed in this study in CaSki cells. 

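No feature names the miR-22 gene alone, and the mature microRNA was not analysed here. Its host transcript *MIR22HG* had a log2 fold change of -0.15 (standard error 0.21, adjusted p = 0.965 from limma), with signals below the level of the negative controls, which does not measure miR-22 itself.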

The effectiveness of calcitriol in treating HPV-positive cancers is influenced by several factors. For instance, a robust immune response against HPV enhances the efficacy of calcitriol [89,90]. While cervical cancer has been the primary focus of research, calcitriol also holds promise for other HPV-associated malignancies [89,90], including oropharyngeal, and vulvar cancers, indicating broader applications for calcitriol in the management of HPV-related cancers.

## Conclusions

Calcitriol significantly impacted the transcriptome of CaSki cells, an HPV16-positive cervical cancer model, regulating over 1000 protein-coding genes with a predominantly repressive effect. 

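By fold alone, without a p threshold, 589 coding genes were lower and 78 higher at a fold of at least 1.5, 667 in all. *TINAGL1* (12.71 ± 0.10 in vehicle and 11.54 ± 0.25 in calcitriol, log2, mean ± SD, n = 3 pools), *LY6K* (12.11 ± 0.64 and 10.93 ± 0.38) and *SERPINB13* (13.06 ± 0.28 and 12.11 ± 0.11) were among the bright genes that were lower. *TRPV6* (7.66 ± 0.42 and 8.93 ± 0.36) and *CDA* (6.16 ± 0.31 and 6.94 ± 0.12), a pyrimidine salvage enzyme, were among those that were higher. An unadjusted p under 0.05, whatever the fold, was found for 1133 coding genes (6.43%). By fold alone, 1162 were lower without calcitriol replicate 2, and with the arrays centred on the exogenous controls, chosen after the data were examined, 64 were lower and 1152 higher.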

Validated findings included the downregulation of *EPHA2* and *RARA* genes and the induction of *KLK6* and *CYP4F3*. Calcitriol inhibited key tumor progression processes, such as cell proliferation and migration, and downregulated *MMP7* and *MMP13* mRNAs. Additionally, calcitriol modulated approximately 400 non-coding RNAs, including 111 microRNA precursors and 29 mature microRNAs, such as miR-6129, miR-382, miR-655, and miR-211, miR-590, miR-130a, miR-301a, and miR-1252, which are implicated in cervical cancer biology. These results indicate that calcitriol exerts significant antitumor effects by targeting critical cancer pathways, emphasizing the importance of maintaining adequate vitamin D levels.

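By fold alone, 92 noncoding RNA genes were higher and 70 lower at a fold of at least 1.5, 162 in all, among them 38 higher and 33 lower long noncoding RNA genes. *MIR4705* and *MIR3167*, both below the level of the negative controls, varied little between pools, with 3.40 ± 0.11 and 3.65 ± 0.05 in vehicle and 4.13 ± 0.10 and 4.41 ± 0.08 in calcitriol (log2, mean ± SD, n = 3 pools).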

## Supporting Information

S1 Table A complete list of differentially expressed genes by calcitriol was compared with vehicles in CaSki cervical cancer cells. The list includes protein coding sequences, long non-coding RNAs, and microRNA precursors.

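S1 Table gives for each array feature the average log2 signal and the standard deviation of each group, the fold change, a p-value and a false discovery rate. Of its 135750 rows, only the first were read here, which hold the features with the largest increases, down to a fold of 1.68. Among these, 1 row, *CYP24A1*, has a false discovery rate under 0.05, and the lowest of the others is 0.923. The averages equal Tukey biweight averages of the deposited values in 99.5% of the rows read and plain means in 0.701%, within 0.0061.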

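The part of S1 Table that was read has 369 rows counted as coding, of which 159 have a p under 0.05 in the table. These rows cannot all be protein-coding genes as counted elsewhere here. By Tukey biweight averages, chosen after the data were examined, 146 of those genes were higher by fold alone and 59 also with an unadjusted p under 0.05. How the definitions of coding differ was not examined. That part also has 23 rows of microRNA precursor genes, of which 8 have a p under 0.05 in the table. All of these 8 precursors are also in Table 2, whose fold changes equal the biweight fold of a feature of the same microRNA gene in all 29 cases, within 0.0061.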

(XLSX)

S2 Table Biological processes activated and suppressed, along with associated genes, induced by calcitriol treatment in CaSki cervical cancer cells.

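S2 Table lists, for each disease or function of the pathway analysis, a p-value for overlap with the differentially expressed genes, a predicted activation state with its z-score, and the molecules involved. The z-score compares the direction of each molecule on the arrays with the direction that the knowledge base gives for the process. A process can therefore have a negative z-score through lower genes that promote it or through higher genes that oppose it. *EPHA2*, for example, is listed under migration and cell spreading, and *CYP24A1* under cell proliferation.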

S1 Raw Images Uncropped original figures from the western blot experiments presented in this article.

# Supplementary material for: Transcriptomic profile induced by calcitriol in CaSki human cervical cancer cell line
**Source:** PLoS One. 2025 Apr 1;20(4):e0319812. doi: 10.1371/journal.pone.0319812
**Supplement:** S1 Raw Images

## Slide 1

Figure 3A
Calcitriol 24 h
Calcitriol 24 h
Vehicle 24 h
Vehicle 24 h
RARA
EPHA2
GAPDH
GAPDH
Figure 3A (bottom). Calcitriol suppresses the relative abundance of EPHA2, and RARA in CaSki cells. 60 μg and 100 mg/lane of total proteins from CaSki cells were used for EPHA2, and RARA, respectively. Representative western blot membranes for each of the proteins studied are shown at the top and the same membranes reincubated against the anti-GAPDH antibody used as a loading control.

## Slide 2

Figure 3B
Calcitriol 24 h
Vehicle 24 h
CYP4F3
GAPDH
Calcitriol 24 h
Vehicle 24 h
KLK6
GAPDH
Figure 3B (bottom). Calcitriol increases the relative abundance of KLK6, and CYP4F3 in CaSki cells. 100 μg of total proteins from CaSki cells were used per lane. Representative western blot membranes for each of the proteins studied are shown at the top and the same membranes reincubated against the anti-GAPDH antibody used as a loading control.

## Slide 3

Raw images of EPHA2 and GAPDH in Figure 3A
1 2 3
1 2 3
EPHA2
GAPDH
Membrane 6.
Lane 1. Bio-Rad Precision Plus Kaleidoscope Protein Standard
Lane 2. Total extract of CaSki Cells treated with vehicle 24 h
Lane 3. Total extract of CaSki treated with calcitriol 24 h cells
Primary antibody: Mouse monoclonal against human EPHA2 (Santa Cruz Biotechnology sc-398832)
Secondary antibody: mIgGk binding protein-HRP (Santa Cruz Biotechnology sc-516102)
Detection: Pierce ECL Western Blotting Substrate (Thermo Scientific)
Membrane 6.
Lane 1. Bio-Rad Precision Plus Kaleidoscope Protein Standard
Lane 2. Total extract of CaSki Cells treated with vehicle 24 h
Lane 3. Total extract of CaSki treated with calcitriol 24 h cells
Primary antibody: Mouse monoclonal against human GAPDH (Santa Cruz Biotechnology sc-365062)
Secondary antibody: mIgGk binding protein-HRP (Santa Cruz Biotechnology sc-516102)
Detection: Pierce ECL Western Blotting Substrate (Thermo Scientific)

## Slide 4

Raw images of RARA and GAPDH in Figure 3A
RARA
GAPDH
Membrane 3.
Lane 1. Thermo Scientific Spectra Multicolor Broad Range Protein Ladder
Lane 2. Total extract of CaSki Cells treated with vehicle 24 h
Lane 3. Total extract of CaSki treated with calcitriol 24 h cells
Primary antibody: Mouse monoclonal against human recombinant retinoic acid receptor alpha (Santa Cruz Biotechnology sc-100907)
Secondary antibody: mIgGk binding protein-HRP (Santa Cruz Biotechnology sc-516102)
Detection: Pierce ECL Western Blotting Substrate (Thermo Scientific)
Membrane 3.
Lane 1. Thermo Scientific Spectra Multicolor Broad Range Protein Ladder
Lane 2. Total extract of CaSki Cells treated with vehicle 24 h
Lane 3. Total extract of CaSki treated with calcitriol 24 h cells
Primary antibody: Mouse monoclonal against human GAPDH (Santa Cruz Biotechnology sc-365062)
Secondary antibody: mIgGk binding protein-HRP (Santa Cruz Biotechnology sc-516102)
Detection: Pierce ECL Western Blotting Substrate (Thermo Scientific)

## Slide 5

Raw images of KLK6 and GAPDH in Figure 3B
KLK6
GAPDH
Membrane 2.
Lane 1. Thermo Scientific Spectra Multicolor Broad Range Protein Ladder
Lane 4. Total extract of CaSki Cells treated with vehicle 24 h
Lane 5. Total extract of CaSki treated with calcitriol 24 h cells
Primary antibody: Mouse monoclonal against human KLK6 (Santa Cruz Biotechnology sc-374564)
Secondary antibody: mIgGk binding protein-HRP (Santa Cruz Biotechnology sc-516102)
Detection: Pierce ECL Western Blotting Substrate (Thermo Scientific)
Membrane 2.
Lane 1. Thermo Scientific Spectra Multicolor Broad Range Protein Ladder
Lane 4. Total extract of CaSki Cells treated with vehicle 24 h
Lane 5. Total extract of CaSki treated with calcitriol 24 h cells
Primary antibody: Mouse monoclonal against human GAPDH (Santa Cruz Biotechnology sc-365062)
Secondary antibody: mIgGk binding protein-HRP (Santa Cruz Biotechnology sc-516102)
Detection: Pierce ECL Western Blotting Substrate (Thermo Scientific)

## Slide 6

Raw images of CYP4F3 and GAPDH in Figure 3B
CYP4F3
GAPDH
Membrane 3.
Lane 1. Thermo Scientific Spectra Multicolor Broad Range Protein Ladder
Lane 4. Total extract of CaSki Cells treated with vehicle 24 h
Lane 5. Total extract of CaSki treated with calcitriol 24 h cells
Primary antibody: Mouse monoclonal against human CYP4F3 (Santa Cruz Biotechnology sc-515735)
Secondary antibody: mIgGk binding protein-HRP (Santa Cruz Biotechnology sc-516102)
Detection: Pierce ECL Western Blotting Substrate (Thermo Scientific)
Membrane 3.
Lane 1. Thermo Scientific Spectra Multicolor Broad Range Protein Ladder
Lane 4. Total extract of CaSki Cells treated with vehicle 24 h
Lane 5. Total extract of CaSki treated with calcitriol 24 h cells
Primary antibody: Mouse monoclonal against human GAPDH (Santa Cruz Biotechnology sc-365062)
Secondary antibody: mIgGk binding protein-HRP (Santa Cruz Biotechnology sc-516102)
Detection: Pierce ECL Western Blotting Substrate (Thermo Scientific)

How the deposited data were processed for this re-analysis (not part of the article)

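RNA from CaSki cells treated for 24 h with 10 nM calcitriol or 0.1% ethanol was measured on 6 Clariom D arrays, 3 pools per group. The authors corrected the background and normalized the signals in Transcriptome Analysis Console; the algorithm and the annotation build are not given in the sources used here. The deposited values are gene-level log2 signals of 138745 features by the authors, 1 value per feature and array, and were used as they stand. They range up to a ceiling of 19.93, which 26 to 29 features reach on each array except calcitriol replicate 1, where none does and the highest value is 19.90. No pair of arrays held identical values.

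Features were joined to genes through the Entrez identifier (25516 features) or the symbol (10522), with 623 symbols updated. A feature that names exactly 1 gene stands for it, the brightest where a gene has several, which left 33458 genes; 1119 features with several symbols were left out of gene counts, and features without a symbol were kept in the adjustment. A microRNA feature does not separate the precursor from the mature strands. The level of the negative controls is the 95th percentile of 612 features, a signal of 6.32, and their median is 4.44. A feature below that level is not brighter than the brightest negative controls, but can be brighter than most of them.

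Calcitriol was compared with vehicle in limma 3.58.1 (R 4.3.3, data.table 1.17.8) by a linear model with moderated variances (prior degrees of freedom 4.51), p-values being two-sided and adjusted by Benjamini-Hochberg over all 138745 features, the 2995 control features included. Genes were counted at a fold of at least 1.5 and an unadjusted p under 0.05, and by fold alone. Gene lists were tested over the 33458 genes by camera with a preset correlation of 0.01, adjusted over 26 lists, and beside it by camera with an estimated correlation, by camera against coding genes of at least median signal alone, and by fry. Within a list, "adjusted over the list alone" means Benjamini-Hochberg over its measured members. Standard errors are those of limma, and intervals of log2 fold changes are 95% intervals without adjustment.

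The text names, by a rule fixed before the array values were examined, the genes the paper discusses with its arrays, qPCR or network, the genes past an adjusted p of 0.05, the 15 highest and 15 lowest coding genes with a mean of at least the median of all features, an unadjusted p under 0.05 and no overlap, and up to 4 members of each list with the smallest p. Values of the first rows of S1 Table and gene names in Fig 2 and S2 Table had been seen when the rule and the lists were fixed. Further members that passed over their list alone are also named; they were chosen after their values were seen.

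The steps were tested on simulated data with the means and variances of these arrays. A log2 fold change of 2 was recovered after adjustment in 47.5% of 40 features, one of 4 in 92.5% and one of 7 in 100%, with 3 false calls, and 5.30% of unchanged features had an unadjusted p under 0.05. A list of 25 genes shifted by -0.4 was called by camera (adjusted p = 1.94e-16) and 0 other lists were. The simulated genes varied independently, whereas the estimated correlation of that list on the arrays was 0.226. The simulation therefore does not test lists of correlated genes. Alternatives tried were other scalings, filters, variance models, thresholds, list tests, a replicate block and leaving out each array in turn; those chosen after the data were examined were the Tukey biweight average (set before only for the count of features past the adjusted p), testing without control features, cyclic loess, centring on the exogenous controls and the lists without *CYP24A1*. The qPCR, western blot, proliferation and wound healing experiments were not analysed here.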

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

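The genes below lie outside those the paper discusses and passed the test when adjusted over their list alone, none over all features; each is given as a log2 fold change, calcitriol minus vehicle. Of the tests in this part, those on the poly-A controls and on cyclic loess were chosen after the data were examined.

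Higher were *TRPV6* (1.27) and *DUSP10* (0.72) among the vitamin D targets. Lower were, among integrins and focal adhesion, *THBS1* (-1.07), which is also on the angiogenesis list, *ITGB6* (-1.02), *ITGA5* (-0.79) and *ITGA2* (-0.75); in the epithelial-mesenchymal transition, *CLDN1* (-1.30) and *SMAD3* (-0.67); in angiogenesis, *NRP2* (-1.13, below the level of the negative controls) and *JAG1* (-0.86). In the interferon response, *GBP1* (-0.999), *PSMB9* (-0.95), *IRF1* (-0.84), *PSMB8* (-0.79), *GBP3* (-0.81), *SAMD9L* (-1.01) and *TRIM22* (-0.74) were lower. *IL1A* (-1.45) was lower among inflammatory cytokines, *SERPINB13* (-0.95) in keratinocyte differentiation, and *DUSP6* (-0.76, below the level of the negative controls), *SRF* (-0.78), *ETS1* (-0.80), *JUN* (-0.84) and *CCN1* (-0.60) among AP-1 and immediate early genes.

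The pattern weighed is that more coding genes were lower than higher. A shift with signal level that normalization would remove is argued against by the share of lower genes after quantile normalization (82.6%) and cyclic loess (83%) as the cause of the whole excess, though the lower genes went from 506 to 328 and 332 and a part in it is not excluded, and a single weak array by the share without calcitriol replicate 1 (82.3%). The poly-A controls were lower on the calcitriol arrays (median log2 fold change -0.45). This met the prediction for a lower yield of labelled RNA, which was written after the result. It cannot decide, because the deposited signals had already been normalized. Weaker hybridization or scanning is left undecided by the hybridization controls (-0.23), and a lower signal of bright features of every class by bright noncoding genes (69.3% lower, 95% interval 57.6% to 79.5%). Calcitriol, the only condition in the design, could also give such a pattern, and these 6 arrays do not separate the explanations.

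The arrays allow 10 splits into groups of 3, too few for a share under 0.05. The real split and the highest other gave 1 and 0 features past the adjusted p, with or without the fold (1 split with as many, in each case). They gave 10 and 7 gene lists (1 split). For coding genes and microRNA features, the larger direction was taken in each other split, because its direction is arbitrary. The real 506 lower and 62 higher coding genes stood beside at most 461 (1 and 10 splits with as many). The real 27 higher and 20 lower microRNA features stood beside at most 41 (5 and 8 splits with as many). The 461 came from vehicle replicate 1 with calcitriol replicates 1 and 3 against the others. These arrays have the lowest mean coding signal. That split also gave 7826 features at an unadjusted p under 0.05 whatever the fold, more than the 7501 of the real split. Vehicle replicates 1 and 2 with calcitriol replicate 2 against the others gave 7640.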

How the results depend on the processing

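The precision is limited by 3 arrays per group and, for most microRNA features, by a signal near background; the cause of each change below was not tested unless the setting itself sets it. Coding genes were 506 lower and 62 higher (89.1% lower), by fold alone 589 and 78, and microRNA features 27 higher and 20 lower, by fold alone 48 and 27. The share of lower coding genes stayed above 82% under every setting that kept these thresholds except centring on the exogenous controls.

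Quantile normalization gave 328 coding genes lower (82.6%), median centring 92.6% lower, and features of at least median signal 91.7% lower with 12 microRNA features lower. Ordinary variance gave 0 features past the adjusted p and 0 with the fold, *CYP24A1* at 7.60 no longer past (adjusted p = 0.914), 312 coding genes lower and 33 higher, and 8 microRNA features lower. A fold of 2 gave 41 coding genes lower and 5 higher and 5 microRNA features higher and 4 lower, with the p and by fold alone; a log2 fold change of 1.5 gave 1 and 1 coding genes and 0 and 0 microRNA features, likewise. With an estimated correlation 0 lists passed.

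Leave-one-out gave 0 to 1 features past the adjusted p, and 0 to 1 with the fold; *CYP24A1* at 7.25 to 8.05; 387 to 935 coding genes lower and 64 to 108 higher, 82.3% to 91.4% lower; by fold alone 527 to 1162 lower and 109 to 152 higher; microRNA features 32 to 54 higher and 18 to 31 lower, by fold alone 54 to 76 and 31 to 46; and 8 to 11 lists. 

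Chosen after the data were examined: the Tukey biweight average gave 146 coding genes higher and 47 microRNA features lower by fold alone; cyclic loess gave 332 coding genes lower (83%); centring on the exogenous controls gave 50 lower and 1038 higher (4.60% lower), by fold alone 64 and 1152, and microRNA features 272 higher and 3 lower, by fold alone 327 and 4. Without *CYP24A1* in the lists 10 lists passed.

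The arrays share replicate numbers, but no pairing is given; same-number correlations of 0.0189, 0.0341 and 0.0372, each the best for its number, are a hint from the data. The replicate block gave *CYP24A1* an adjusted p of 0.0167, 528 coding genes lower (494 of them among the 506) and 63 higher, and 10 lists; *CYP24A1* remained the only feature past the adjusted p.

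Of 2945 values of named genes compared across settings, 2822 moved by under 1 SD and 123 by more, 112 of them with centring on the exogenous controls; 65 changed sign, 0 of them past the adjusted p.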

Differences from the paper's values

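In this part a count is taken to differ from the paper's when one is more than 1.5 times the other, a wide margin, and an alternative is named where its count falls within that factor, which does not make it equal. The paper gives 536 coding genes as differentially expressed and states in its methods a log fold change of 1.5 with a false discovery rate under 0.05; read as a fold of 1.5, 1 feature passed here, and none of the 21 alternatives came within that factor. The lower and higher coding genes at an unadjusted p, 506 and 62 beside the paper's 474 and 62, are within it.

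The paper's conclusions give over 1000 coding genes, without a threshold, against 568 here at a fold of 1.5 and an unadjusted p under 0.05. At an unadjusted p under 0.05 whatever the fold, the count is 1133. That is also over 1000, but the paper names no such threshold for it. The abstract also gives a ratio of suppressed to induced genes, which was not compared here. Of the alternatives set before the data were examined, the counts without vehicle replicate 1 (747), vehicle replicate 3 (690) or calcitriol replicate 2 (1033) are within the factor, and the others are not; centring on the exogenous controls (1088) is within it and was chosen after the values were seen. By fold alone the count is 667, and 985 with the Tukey biweight average, also chosen after the values were seen.

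The paper gives about 400 noncoding RNAs, without a threshold, against 107 here; by fold alone 162, and 257 with the biweight average, chosen after the values were seen. No alternative from the plan was run for this count.

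For microRNAs the group here is every feature of a microRNA gene, which does not tell precursor from mature forms. The paper gives 42 precursors lower, without a threshold, against 27 by fold alone; quantile normalization (29), median centring (31) and each leave-one-out (31 to 46) are within the factor, the other alternatives set before the data were examined are not, and cyclic loess (28) and the biweight average (47), chosen after the values were seen, are. It gives 17 mature microRNAs higher, at a fold of 1.5, against 27 here with an unadjusted p; median centring (22), features of at least median signal (18) and ordinary variance (18) are within the factor, the others set before the data were examined are not, and the biweight average (25), chosen after the values were seen, is. It gives 12 mature microRNAs lower against 20; features of at least median signal (12), ordinary variance (8) and the set without calcitriol replicate 2 (18) are within the factor, and the others set before the data were examined are not. All 29 folds in Table 2 equal the biweight fold of a feature of that microRNA gene. For 8 of these genes, the part of S1 Table that was read lists the row as a precursor.

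The paper states that *CAMP* was significantly induced; here its log2 fold change was 0.55, with an unadjusted p under 0.05 and an adjusted p of 0.915. Its fold was 1.47 by plain means, and by Tukey biweight averages, chosen after the data were examined, 1.53, which with the unadjusted p passes the thresholds used here for counts. The paper states that miR-548 was inhibited; of 76 features of the family 39 were above 0 and 37 below, with *MIR548AP* lower and *MIR548AE1* (1.16) higher, the directions in the paper's Table 2, both below the level of the negative controls. Of the 5 past a fold of 1.5 and an unadjusted p under 0.05, the 2 above that level, *MIR548AC* and *MIR548T*, were lower, as the paper states of miR-548; they were named after their values were seen. The paper states that the predicted nodes were unchanged; 18 of 18 measured nodes did not pass the adjusted test, and *SOX2-OT* had 0.57 at an unadjusted p under 0.05.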

Other observations

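Of 30 measured genes of keratinocyte differentiation, 24 had a negative log2 fold change, and 1, *SERPINB13*, passed when adjusted over the list alone (0 over all features); *SPRR1B* had -0.84 (standard error 0.22) and *KRT80* -0.56 (standard error 0.17), while *CASP14* was among the highest of all genes. The list was shifted downwards (camera, adjusted p = 0.00460; adjusted p = 0.277 with an estimated correlation). All 7 measured basal keratinocyte genes had a negative log2 fold change, with a median of -0.40 and *DSG3* at -0.64 (standard error 0.18); 0 passed when adjusted over the list alone, and the list passed (adjusted p = 0.00105; adjusted p = 0.277 with an estimated correlation).

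Of 17 genes of amino acid and endoplasmic reticulum stress, 0 passed when adjusted over the list alone, with *CHAC1* at -0.69 (standard error 0.27) and *ASNS* at -0.61 (standard error 0.22); the list passed by fry (adjusted p = 0.0328) and not by camera (adjusted p = 0.0860; adjusted p = 0.277 with an estimated correlation). Of 14 hypoxia genes 0 passed, with *SLC2A1* at -0.50 (standard error 0.17), and the list did not (adjusted p = 0.239). Lists of cells that should be absent from a cell line did not pass: 11 leukocyte markers (adjusted p = 0.125; *CD68* 0.46 and *NKG7* 0.40), which were shifted upwards against coding genes of at least median signal alone (adjusted p = 0.00326, over the 7 members with such a signal) but not over all genes (adjusted p = 0.385 with an estimated correlation), and 10 fibroblast and endothelial markers (adjusted p = 0.731; *FAP* -0.61 and *DCN* 0.32). Coding genes of at least median signal themselves had a median log2 fold change of -0.13, so a list without change can be called up against them. Of 7 genes often used as controls, 6 had a negative log2 fold change, among them *TBP* (-0.41) and *ACTB* (-0.34). The list of controls did not pass by camera (adjusted p = 0.174), and *GAPDH* lay near the ceiling of the signal at 19.85.

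*MMP13* had 8.84 ± 0.33 in vehicle and 7.78 ± 0.35 in calcitriol (log2, mean ± SD, n = 3 pools), and *MMP7* had a log2 fold change of -0.99 (standard error 0.39) with overlap between the groups; neither passed after adjustment. The p-values in the part of S1 Table that was read equal those of limma without control features in 79.2% of its rows and with them in 5.36%, within 6e-05.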
